# LSD1 co-repressor Rcor2 orchestrates neurogenesis in the developing mouse brain

**DOI:** 10.1038/ncomms10481

**Published:** 2016-01-22

**Authors:** Yixuan Wang, Qian Wu, Peng Yang, Chenfei Wang, Jing Liu, Wenyu Ding, Wensu Liu, Ye Bai, Yuanyuan Yang, Hong Wang, Shaorong Gao, Xiaoqun Wang

## Abstract

Epigenetic regulatory complexes play key roles in the modulation of transcriptional regulation underlying neural stem cell (NSC) proliferation and progeny specification. How specific cofactors guide histone demethylase LSD1/KDM1A complex to regulate distinct NSC-related gene activation and repression in cortical neurogenesis remains unclear. Here we demonstrate that Rcor2, a co-repressor of LSD1, is mainly expressed in the central nervous system (CNS) and plays a key role in epigenetic regulation of cortical development. Depletion of Rcor2 results in reduced NPC proliferation, neuron population, neocortex thickness and brain size. We find that Rcor2 directly targets Dlx2 and Shh, and represses their expressions in developing neocortex. In addition, inhibition of Shh signals rescues the neurogenesis defects caused by Rcor2 depletion both *in vivo* and *in vitro*. Hence, our findings suggest that co-repressor Rcor2 is critical for cortical development by repressing Shh signalling pathway in dorsal telencephalon.

## Abstract (web summary)

Epigenetic regulation plays a key role in cortical development. Here the authors show that Rcor2, a co-repressor of the histone demethylase LSD1/KDM1A complex, regulates neural progenitor cell proliferation and cortical neurogenesis by repressing sonic hedgehog signaling.

Previous studies have defined neural stem cell (NSC) and Neural Progenitor Cell (NPC) populations in the developing neuroepithelium of the rodent neocortex with region-specific neuronal progenies generated at embryonic stages. Whereas cortical projection excitatory neurons derive from radial glial cells (RGCs) at the dorsal (pallial) telencephalon and migrate radially into the cortical plate, neocortical interneurons are generated in the ventral telencephalon, including the ganglionic eminences and the preoptic area (PoA), and migrate tangentially over long distances to reach the neocortex^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^. During embryonic brain development, a series of morphogens are involved in the establishment of patterning in the neuroepithelum, which provide specific environments to form different substructures of functional brain. Multiple studies exploring the mechanism of temporal and spatial regulation that lead to the remarkable cellular diversity of the mature neocortex have underlined the importance of organizing signals such as Sonic hedgehog (Shh), fibroblast growth factors, WNTs, and bone morphogenetic proteins, which provide positional information in body axes^7^,^9^,^10^,^11^,^12^,^13^,^14^. Among these signals, Shh expression is first observed in the mesendoderm and diencephalon between E8.5 and E9 during telencephalic development, which are then restricted to the Medial Ganglionic Eminence (MGE) and PoA by E9.5 and by E12.5, respectively, to pattern the ventral brain, while maintaining a very low activity in the developing dorsal cortex^15^,^16^,^17^,^18^,^19^. However, how Shh signal is controlled and restricted to the specific regions and how Shh regulates NSC/NPC proliferation and differentiation still remains poorly understood.

Extensive studies have suggested that NSC differentiation and fate specification is regulated by a series of intrinsic and extrinsic signals. Although the mechanisms of regional restriction and fate determination of NSCs are not yet fully understood, it is becoming apparent that intrinsic epigenetic regulation is closely involved through DNA methylation, histone modification and non-coding RNA expression^20^,^21^,^22^,^23^,^24^,^25^,^26^. Histone demethylase LSD1, also known as KDM1A, is a key component of various protein complexes that contain transcription co-repressors, including Rcor1 (CoREST), BHC80, HDAC1/2, CtBP, BRAF35 and several zinc finger proteins^26^,^27^,^28^. As the first identified RCOR protein, Rcor1 is widely studied in various types of cells, playing important roles in mouse erythropoiesis^29^ and neuronal or synaptic gene regulation by modifying chromatin configuration^30^,^31^,^32^,^33^. Sharing 70% sequence similarities with Rcor1, Rcor2 can form a protein complex with LSD1, to facilitate its demethylase activity on nucleosome in embryonic stem cells (ESCs)^34^. Furthermore, Rcor2 but not Rcor1 has been described as a Sox2 substitute to regulate ESC proliferation and promote the formation of induced pluripotent stem cells^34^. However, the *in vivo* function of Rcor2 in development is unknown.

Here we demonstrate that Rcor2 is mainly expressed in the central nervous system (CNS) and affects NSC proliferation and neurogenesis during cortical development. We find that Rcor2 associating with LSD1 plays a determinant role in directly binding to Dlx2 and Shh promoter regions, to inhibit gene expression. The disruption of Shh, the direct regulation target of Rcor2 and upstream effector of Dlx2, rescues the neurogenesis defects caused by Rcor2 depletion, suggesting that Rcor2 plays a critical role of temporal and spatial regulation of gene expressions to safeguard cortical neurogenesis in brain development.

## Results

### Rcor2 is mainly expressed in the CNS

To analyse Rcor2's function and mechanism during development, *Rcor2* gene-trapped mice (Rcor2^LacZ^) were used as described in detail methods^35^. A *LacZ* reporter gene cassette, flanked by two FRT sequences, was introduced before the first exon of the Rcor2 gene locus, and first several exons were flanked by two *LoxP* sites in Rcor2^LacZ^ mice (Supplementary Fig. 1a). With these Rcor2^LacZ^ mice, we generated the wild-type Rcor2^flox/flox^ (Rcor2^fl/fl^) mice by Flippase splicing. After this, we were able to investigate conditional loss-of-function of Rcor2 (Rcor2^cko^) in specific tissues on Cre recombination in Rcor2^fl/fl^ mice (Supplementary Fig. 1a).

First, by LacZ enzymatic activity assay, we examined the expression and localization of Rcor2 during embryonic development. X-gal staining of Rcor2^LacZ/+^ embryos at embryonic day 11.5 (E11.5) revealed Rcor2 was mainly and highly expressed in the CNS, including the brain and spinal cord (Fig. 1a), indicating that Rcor2 may play an important role in the neural development of embryos. Western blot analysis of Rcor2 expression levels revealed decreased expression of Rcor2 in embryonic brains during development, suggesting Rcor2 may primarily function in early brain development (Fig. 1b). To examine the endogenous Rcor2 expression pattern during cortical development, we performed *in situ* hybridization and immunostaining by an RNA probe or antibody, and both were specific by no signals detected in the neural lineage-knockout Rcor2^fl/fl^Nes^Cre^ (Rcor2^cko^) cortex (Supplementary Fig. 1b,c). At early stages of brain development, Rcor2 messenger RNA and protein levels were high in mostly all cells in the wild-type mice cortex (Fig. 1c,d). Similar to the protein expression pattern as we observed in western blotting results (Fig. 1b), *Rcor2* mRNA levels were also decreased as brains developed (Fig. 1c). As a transcriptional co-repressor, Rcor2 localized mainly in the cell nucleus, as expected (Fig. 1d). Interestingly, Rcor2 exhibited diverse subcellular localizations at different stages of the cell cycle, suggesting that it might directly play a role in cell division process. We observed Rcor2 protein puncta in the nucleus in interphase RG cells and localized mainly in chromosomes in metaphase RGCs in the ventricular zone (VZ). When cells entered anaphase, Rcor2 partially translocated to the space between two sets of separated chromosomes (Fig. 1d). Our observations are similar to the localization patterns of histone demethylase LSD1 in ESCs in previous studies, which showed LSD1 can regulate short timescale gene expressions during cell cycle progression by being recruited to or displaced from chromatin^36^, suggesting that Rcor2 may directly regulate NSC or NPC divisions by associating with LSD1. Taken together, Rcor2 is dominantly expressed in the CNS during mouse development and its expression pattern in the NSCs or NPCs exhibits regional differences in cell cycle, suggesting that Rcor2 may play an important role in regulating cerebral cortex development.

### Rcor2 regulates neurogenesis during cortical development

Next, we adopted Rcor2^cko^ mice to study Rcor2's role by conditional loss-of-function in neural lineage (Supplementary Fig. 1a). Western blot analysis of brains at E13.5 and E15.5 confirmed the expression of Rcor2 is completely depleted in Rcor2^cko^ brains (Fig. 1e). Investigation of the Rcor2^cko^ embryos revealed that the brain sizes were greatly decreased compared with the control (Rcor2^fl/fl^) embryos at respective developmental stages (Fig. 1f). Representative Nissl staining of Rcor2^fl/fl^ and Rcor2^cko^ brains slices at different developmental stages exhibited not only significantly reduced thickness of the cortex but also structural abnormalities of layers on Rcor2 depletion (Fig. 1g and Supplementary Fig. 1d,e), suggesting that depletion of Rcor2 affects neocortical development.

For further confirmation, *in-utero* electroporation of two red fluorescent protein (RFP)–short hairpin RNAs (shRNAs) targeting different sites of *Rcor2* mRNA were performed at the lateral ventricle in brains at E13.5, respectively, both of which could efficiently reduce Rcor2 expression level by 70% compared with the control group (Fig. 1h). Disruption of Rcor2 resulted in significant accumulation of RFP^+^ cells at the VZ and subventricular zone (SVZ) regions, whereas it resulted in a dramatic reduction at the intermediate zone and cortical plate regions at E16.5, indicating impaired cortical development on Rcor2 downregulation (Fig. 1i,j). Moreover, the cortical developmental defects caused by Rcor2 knockdown could be rescued by electroporation of *Rcor2* overexpression plasmid, but not *Rcor1* expression, the homologue of Rcor2, which plays important roles in pyramidal cortical neuron development as previously reported (Supplementary Fig. 1f,g)^30^. All the results above suggest that Rcor2 directly plays a critical role in regulating embryonic cortical development, which is distinguishable from Rcor1.

### Rcor2 regulates cortical NSC/NPC proliferation

Given the profound effects of Rcor2 on cortical development, we examined the proliferation and neurogenesis capacities of NSCs/NPCs on Rcor2 depletion during cortical development. Compared with the control group, decreased expressions of NPC markers Sox2 and Nestin were observed by immunostaining in Rcor2^cko^ cortex at E13.5 (Fig. 2a,b and Supplementary Fig. 2a). In addition, the population of intermediate progenitor cells (IPCs) identified by Tbr2 staining was also reduced on Rcor2 depletion (Fig. 2c,d). Reverse transcriptase–quantitative PCR (RT–qPCR) analysis using the developing neocortex samples at E13.5 and E15.5 also exhibit similar results (Supplementary Fig. 2b). To further confirm the observations above, we checked the expressions of Nestin, Sox2 and Tbr2 in the *in-vitro*-cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs established from Rcor2^fl/fl^ and Rcor2^cko^ ESC lines by immunostaining, which were similar to our *in vivo* observations (Fig. 2e). Above all, both *in-vivo* and *in-vitro* results suggest that NPC and IPC populations are significantly affected on Rcor2 knockout, which may result in proliferation defects during cortical development.

Next, we examined why NPC/IPC populations reduced on Rcor2 depletion. Immunostainings followed by quantification of cell proliferation markers Ki67 and phospho-histone H3 (PHH3) were performed in both Rcor2^fl/fl^ and Rcor2^cko^ developing cortex. Although PHH3 signals were not significantly affected, dramatically reduced Ki67 signals were observed in the VZ and SVZ regions on Rcor2 knockout during development (Fig. 2f,g and Supplementary Fig. 2c left panel), indicating that depletion of Rcor2 would significantly affect proliferative cell numbers during cortical development. However, we observed that the mitotic index increased in VZ/SVZ regions in Rcor2^cko^ cortex (Supplementary Fig 2c right panel), which is a result from decrease of Ki67^+^ cells compared with wild type, but no obvious changes of PHH3^+^ cell (Fig. 2g and Supplementary Fig. 2c left panel). For further confirmation, we performed cell cycle exit analysis in Rcor2^fl/fl^ and Rcor2^cko^ brains at E13.5, respectively. Pulse-labelling cortex were analysed 24 or 48 h after 5-bromodeoxyuridine (BrdU) incorporation and Ki67 was used to identify cells that entered the following cell cycles (Fig. 2h). We found that 68.33±6.73% Rcor2^fl/fl^ NPCs and 15.28±1.02% Rcor2^cko^ NPCs in VZ/SVZ were able to undergo further rounds of cell division in the next 24 h. At 48 h after BrdU pulsing, only 9.71±0.84% Rcor2^cko^ NPCs were still in the cell cycles compared with 46.44±2.08% Rcor2^fl/fl^ NPCs (Fig. 2i), suggesting that cortical NPCs exit cell cycle at earlier time with Rcor2 depletion during development.

*In vitro*, the neurosphere sizes of both Rcor2^fl/fl^ and Rcor2^cko^ NPCs were compared, which were significantly reduced on Rcor2 disruption (Fig. 2j,k). To examine the divisions of the cultured NPCs directly, we labelled the Rcor2^fl/fl^ and Rcor2^cko^ NPCs with green fluorescent protein (GFP)-expressing retrovirus (retro-GFP), which infected only dividing cells, and monitored the division process till 98 h after virus infection. To our observation, GFP^+^ cells divided robustly in the wild-type group; however, the GFP^+^ cells increased much more slowly on Rcor2 depletion (Supplementary Fig. 2d,e). We also performed cell cycle exit analysis by BrdU incorporation followed by Ki67 antibody staining in the cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs, respectively, which also showed earlier cell cycle exit on Rcor2 depletion (Supplementary Fig. 2f,g).

To further dissect Rcor2's role in NPC proliferation regulation, time-lapse imaging of the RGC dividing process was recorded after Rcor2 knockdown by specific shRNAs mentioned above (Fig. 1h). RGCs with Rcor2 knockdown showed interkinetic nuclear migration defect and the daughter cells showed apoptosis after separation (Fig. 2l), suggesting that Rcor2 is required for radial glia maintenance and cell division. In addition, we also knocked out Rcor2 by electroperating EGFP-Cre and EGFP-Control plasmids in Rcor2^fl/fl^ mouse embryos at E13.5 and recorded NPC proliferation in neocortex sections for 60 h, respectively. Compared with the control group in which robust cell proliferation and migration were observed, Rcor2 knockout NPC/IPCs generated fewer daughter cells (Fig. 2m). Immunostaining results showed enhanced Caspase 3 signals among Rcor2^cko^ neocortex compared with Rcor2^fl/fl^ cortex at E15.5 (Supplementary Fig. 2h). Significantly increased cell death was also observed in both cultured NPCs and neurons on Rcor2 knockout by TdT-mediated dUTP nick end labelling assays (Supplementary Fig. 2i and 2j). All together, these results suggest that Rcor2 plays an important role in cortical development via regulating NSC/NPC proliferation and maintenance.

### Rcor2 regulates cortical neurogenesis during development

Given the observation of reduced NPC proliferation on Rcor2 depletion, we checked the expressions of neuronal markers in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5. On Rcor2 depletion, a consistent reduction in both Dcx^+^/Satb2^+^/Tbr1^+^ cell numbers and Dcx^+^/Satb2^+^/Tbr1^+^-containing layer thickness was observed during cortical development (Fig. 3a and Supplementary Fig. 3a). Quantification confirmed dramatic decreases of Satb2^+^ and Tbr1^+^ cells, which are postmitotic pyramidal neurons, in Rcor2^cko^ developing neocortex compared with Rcor2^fl/fl^ (Fig. 3b). Western blot analysis also confirmed downregulation of the neuronal markers mentioned above (Fig. 3c), indicating reduction of NPC pool caused by Rcor2 depletion leads to reduced cortical neurons during development. In addition, we also assessed the fate of cells with Rcor2 downregulation by *in-utero* electroporation assay. Three days after injection of RFP–shRNAs targeting Rcor2 mRNA, we found that most RFP^+^ cells localized in VZ/SVZ (Fig. 1i,j) and some of these cells were Pax6^+^ cells (Supplementary Fig. 3b). However, the ratio of Pax6^+^ cells among Rcor2-knockdown cells was greatly reduced compared with control samples (Supplementary Fig. 3c), which was consistent with the results that Rcor2 depletion reduced the NPC pool in mouse developing cortex (Fig. 2a,b). Immunostained with newborn neuron marker Dcx, we found that some of the RFP^+^ cells were Dcx^+^ (Supplementary 3d) and the ratio of Dcx^+^ cells among RFP^+^ cells was also significantly decreased (Supplementary 3e), indicating that Rcor2 depletion impaired neurogenesis, which is consistent with the observation in Rcor2^cko^ mice (Fig. 3).

Immunostaining of Map2 and Tuj1 were also performed in the primary cultured neurons dissociated from Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5, which showed greatly decreased expression of both markers and significantly reduced neurofilaments on Rcor2 depletion (Fig. 3d). Similar results were also found in the *in-vitro*-cultured Rcor2^cko^ NPCs subjected to differentiation for 5 days (Fig. 3e). Moreover, RT–qPCR analysis of *in vivo* and *in vitro* samples also exhibited significant downregulation of neuronal markers such as *Map2*, *Tubb3* and *Pou4f1* (Fig. 3f,g). Thus, our data suggest that Rcor2 mediates neurogenesis both *in vivo* and *in vitro*; hence, depletion of Rcor2 leads to affected proliferation of NPC and production of neurons during development.

### Rcor2 regulates neurogenesis as a co-repressor of LSD1

Previous studies indicate that Rcor2 works as a co-repressor, closely related to LSD1 complex, to facilitate its nucleosomal demethylase activity^34^. Given the significantly reduced neurogenesis on Rcor2 disruption, we constructed Rcor2^Flag^ knock-in mice in which 3 × *Flag* sequences were introduced behind the start codon of Rcor2 protein by CRISPR/Cas9 system, to identify the targets of Rcor2 during cortical development (Fig. 4a). Western blot analysis confirmed FLAG expression in Rcor2^Flag^ knock-in brains and stable expression of endogenous Rcor2 with a Flag tag (Fig. 4b). Immunostaining of Flag, Rcor2 and Lsd1 antibodies in Rcor2^Flag^ cortex at E11.5 also confirmed Flag antibody co-immunostained with Rcor2 antibody and LSD1 in all cells of the neocortex (Supplementary Fig. 4a) and the protein localization was similar to the staining results using Rcor2 antibody (Fig. 1d). Immunoprecipitation (IP) followed by western blot analysis revealed that Rcor2-Flag and LSD1 could interact with each other in Rcor2^Flag^ brains (Supplementary Fig. 4b), which may function in a large complex containing multiple components as previous studies^37^,^38^. All results above suggest the expression of Flag in Rcor2^Flag^ mice could indicate the endogenous expression of Rcor2, which serves as a co-repressor of LSD1 complex in the mouse embryonic brains.

Using the Flag M2 antibody, we micro-dissected Rcor2^Flag^ brains at E13.5 to isolate neocortex followed by chromatin IP sequencing (ChIP-seq) analysis (Supplementary Fig. 4c) and identified 1,994 Rcor2-binding peaks in genome-wide scale. Further analysis showed Rcor2-binding sites are mostly (47.6%) enriched in distal intergenic regions, followed by introns and promoters, the ratios of which are 31.1% and 17.2% respectively (Fig. 4c). Binding motif analysis by Multiple EM for Motif Elicitation demonstrates enrichments of AG-rich motifs of Rcor2-binding regions (Fig. 4d). Gene Ontology (GO) analysis of Rcor2 occupancy regions showed significant (*P*<0.01) enrichment of terms related to transcription, cell fate commitment, cell migration and synaptic organization (Fig. 4e), suggesting Rcor2 may directly regulate the transcriptional activity of specific genes involved in neurogenesis during cortical development. In addition, significant (*P*<0.01) enrichment of terms related to Hedgehog signalling could also be observed in GO analysis of Rcor2 occupancy (Fig. 4e), indicating Rcor2 may primarily target genes related to Shh signalling pathway. We also performed ChIP-seq analysis in the dissected Rcor2^Flag^ neocortex at E13.5 using LSD1 antibody. Besides terms related to regulation of transcription, chromatin organization and neural tube development, GO analysis of LSD1 targets also revealed significant (*P*<0.01) enrichment of Hedgehog signalling (Fig. 4f). Moreover, we could observe enhanced H3K4me1 signal in most regulatory regions of Shh pathway-related genes compared with all genes on Rcor2 knockout by H3K4me1 ChIP-seq analysis (Fig. 4g), further suggesting that Rcor2 and LSD1 form a complex, playing roles in Shh signalling pathway regulation.

Detailed investigation of the binding profiles revealed that Rcor2 and LSD1 co-occupied the core promoter regions of *Dlx2* and the upstream regulatory regions of *Shh* (Fig. 4h), as well as the promoters of *Dlx5* and *Ascl1* (Supplementary Fig. 4d), all of which are important for Shh signalling pathway. Coupled with H3K4me1 ChIP-seq results, we found that the regulatory regions of the above genes occupied by Rcor2 and LSD1 were with significantly reduced or even absent H3K4me1 enrichments in Rcor2^Flag^ neocortex (Fig. 4h and Supplementary Fig. 4d). On depletion of Rcor2, although LSD1 enrichments were dramatically decreased, these regions mentioned above exhibited significantly increased H3K4me1 signals (Fig. 4h and Supplementary Fig. 4d), suggesting that Rcor2 may directly target the upstream regulatory regions and recruit LSD1 complex to executive demethylation on H3K4 sites of these genes. ChIP–qPCR analysis further validated the ChIP-seq results above, which showed significant (*P*<0.001) enrichments of Rcor2 in the core promoter regions or enhancers of genes mentioned above in Rcor2^Flag^ neocortex at E13.5 (Fig. 4i and Supplementary Fig. 4e). We also tested whether Rcor1 could functionally substitute for Rcor2 to repress the target genes. ChIP–qPCR analysis using Rcor1 antibody showed no significant enrichments of Rcor1 on Shh signalling-related genes (Supplementary Fig. 4f), further suggesting that Rcor1 may target distinct genes from Rcor2 to regulate cortical development. Taken together, our ChIP-seq results of Rcor2^Flag^ and Rcor2^cko^ neocortex demonstrate that Rcor2 working as a co-repressor of LSD1 complex could regulate the transcriptional activities of genes involved in neurogenesis and, more importantly, directly target genes important for Shh signalling pathway, such as *Dlx2* and *Shh*.

### Shh pathway is highly activated in Rcor2-depleted cortex

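RNA from the dissected ventricular and subventricular zones (VZ–SVZ) of the E13.5 cortex was sequenced in 1 Rcor2fl/fl library, the control, and 1 Rcor2cko library, in which Nestin-driven Cre recombinase deletes the floxed exons of Rcor2. E15.5 was not analysed here. The authors mapped the reads with TopHat v2.0.3 at default settings to the mouse genome mm9 and deposited FPKM values (fragments scaled to the length of the transcript and to the mapped fragments of the library). The Rcor2fl/fl values are given per RefSeq transcript, in 27641 rows, and the Rcor2cko values per gene, in 21896 rows. Both cover the same 21896 gene symbols, and the transcripts of a gene were summed before the libraries were compared. The files give no read counts, but low FPKM values fall on steps that correspond to whole fragments. For genes with 1 transcript of at least 1000 nt, the size of these steps corresponds to a scaling total of 18841656 fragments in the Rcor2fl/fl library and 25479845 in the Rcor2cko library. Of the values of up to 100 fragments, 99.3% of 4016 in the Rcor2fl/fl library and 99.4% of 3961 in the Rcor2cko library came out within 0.1 of a whole number. The smallest level that this depth can show, taken as 3 fragments, is 0.0882 FPKM in the Rcor2fl/fl library and 0.0654 FPKM in the Rcor2cko library for a transcript of 2000 nt. Changes are given as the log2 ratio of (FPKM + 0.1), Rcor2cko over Rcor2fl/fl, which understates the change of genes with low FPKM. Where fragments could be recovered, a 95% exact (Clopper-Pearson) interval of the log2 ratio without pseudocount is given. These intervals cover counting error only. With 1 library per genotype the differences have no replicate check, and every comparison is one of these 2 libraries rather than of the genotypes. Across the 11331 genes with at least 1 FPKM in both libraries, the median log2 change was -0.03 and its SD across genes 0.25. Xist, which is transcribed from the inactive X chromosome, was at 177 FPKM in the Rcor2fl/fl library and 0.109 FPKM in the Rcor2cko library.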

Next, to categorize gene expression changes due to the dysfunction of Rcor2, we performed RNA-sequencing (RNA-seq) to analyse the genome-wide changes on Rcor2 depletion at E13.5 and E15.5, respectively, in developing cortex (Supplementary Fig. 4c). 

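Rcor2 lies on chromosome 19 of mm9 from 7341815 to 7349715 on the plus strand in the GENCODE vM1 annotation, and its longest annotated transcript has 12 exons. Over the whole gene, Rcor2 was at 90.6 FPKM in the Rcor2fl/fl library and 55.7 FPKM in the Rcor2cko library, from 3108 and 2571 recovered fragments. The log2 change was -0.70, with a 95% exact interval from -0.79 to -0.63. Among the alternatives tried, upper-quartile scaling moved this value most, to -0.66. A gene-level FPKM sums over all exons, so that fragments from exons outside the LoxP sites remain in it. Coverage of single exons was not analysed here.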

Expression profile of Rcor2 showed RNA peaks of exons between the two *LoxP* sites were totally absent in Rcor2^cko^ cortex at E13.5 and E15.5, indicating successful excision of exons by Cre recombinase (Supplementary Fig. 5a). 

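Of 21896 genes, 11777 had at least 1 FPKM in at least 1 of the 2 E13.5 libraries. Of these, 446 were more than 1.5-fold higher and 207 more than 1.5-fold lower in the Rcor2cko library, on (FPKM + 0.1). Upregulated genes made up 68.3% of the 653 changed genes (95% Wilson interval 64.6 to 71.8%). The genes up had a median of 1.34 FPKM in the Rcor2fl/fl library and 2.74 FPKM in the Rcor2cko library, and the genes down a median of 2.73 and 1.298 FPKM. When each gene was represented by its highest row, the share of upregulated genes moved most, to 86.3%. That setting lowers only the Rcor2fl/fl library, whose rows are transcripts. With quantile normalization the share was 60.6%. Among the 8299 genes with at least 5 FPKM in both libraries, 61 were up and 42 down, a share of 59.2% with a 95% Wilson interval from 49.6 to 68.2%. From the predominance of upregulated genes, the paper reasons that Rcor2 acts as a transcriptional co-repressor.

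**Figure D1:**
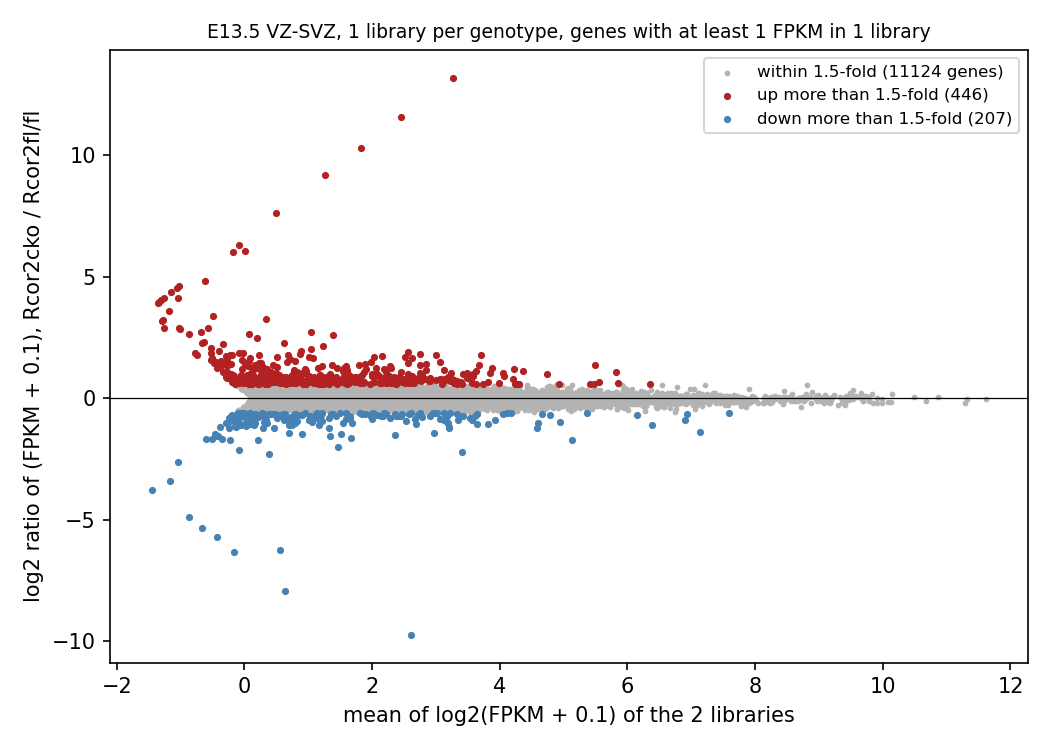
Log2 ratio of (FPKM + 0.1) between the Rcor2cko and Rcor2fl/fl libraries at E13.5 (y axis) against the mean of log2(FPKM + 0.1) of both (x axis), 1 point per gene with at least 1 FPKM in at least 1 library. The 446 genes up more than 1.5-fold are red, the 207 genes down are blue, and the genes up have a median of 1.34 FPKM in the Rcor2fl/fl library.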

By comparing gene expression levels in wild-type and knockout samples at the same developmental stage, depletion of Rcor2 predominantly resulted in upregulation of genes, which further confirms its function as a transcriptional co-repressor (Fig. 5a,b). Importantly, we found significant upregulation of *Dlx2*, *Shh*, *Ptch1*, *Gli1*, *Nkx2.1*, *Gsx2* and *Ascl1* at E13.5 (Fig. 5b) and activation of *Dlx2*, *Shh, Nkx2.1* and *Gsx2* at E15.5 (Fig. 5c) when Rcor2 was knocked out, suggesting that Shh signalling pathway is upregulated in both E13.5 and E15.5 samples due to the lack of Rcor2. In addition, genes involved in cortical neurogenesis, such as *Emx1*, *Tbr2*, *Trnp1*, *Foxg1* and *Reln* (Fig. 5a,b), were significantly downregulated on Rcor2 depletion, further suggesting Rcor2's function in cortical neurogenesis regulation.

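Of the genes named for E13.5, Dlx2 and Gsx2 were among those more than 1.5-fold higher in the Rcor2cko library. Dlx2, on chromosome 2 of mm9 from 71381466 to 71384811, rose from 2.96 to 11.2 FPKM, a log2 change of 1.89 (127 and 651 fragments, 95% exact interval 1.65 to 2.21). Gsx2 was listed at 0 in the Rcor2fl/fl library and at 1.64 FPKM, from 61 fragments, in the Rcor2cko library, a log2 change of 4.12. Ptch1 was at 2.22 and 2.56 FPKM (172 and 268 fragments), a log2 change of 0.20 with a 95% exact interval from -0.08 to 0.49. Gli1 was at 0.781 and 1.07 FPKM (51 and 94 fragments), a log2 change of 0.41 with an interval from -0.06 to 0.97. In a two-sided exact binomial test of the fragments, which compares the 2 libraries and not the genotypes, the unadjusted p was 0.160 for Ptch1 and 0.0866 for Gli1, and the Benjamini-Hochberg adjusted p over 12093 genes was 0.391 and 0.255. Nkx2-1, which has 2 transcripts in the Rcor2fl/fl file so that fragments were not recovered, was at 0.128 and 0.190 FPKM, a log2 change of 0.35. Shh, on chromosome 5 of mm9 from 28783355 to 28793641, was at 0.0429 and 0.0318 FPKM, from 2 fragments in each library. Its log2 change was -0.12, and the interval from -4.22 to 3.35 includes 0, so that no difference in Shh was detectable at this depth, while a rise above 3.35 lies outside it. The median log2 change of the 7 genes was 0.41. This median lay at the 98.0th percentile of the medians of 10000 random lists of 7 genes matched on mean expression, as a description of these libraries. The paper names these 7 genes as rising in its RNA-seq, so that the percentile is no independent test of a rise. Genes of ventral postmitotic neurons, a list of 23 written before the data were examined of which 20 passed the filter, were higher in 17 cases, with a median of 0.52. The percentile of the 7 genes fell to 92.7 when each gene was represented by its highest row. From the upregulation of these genes, the paper proposes that the Shh signalling pathway is upregulated when Rcor2 is lacking.

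**Figure D2:**
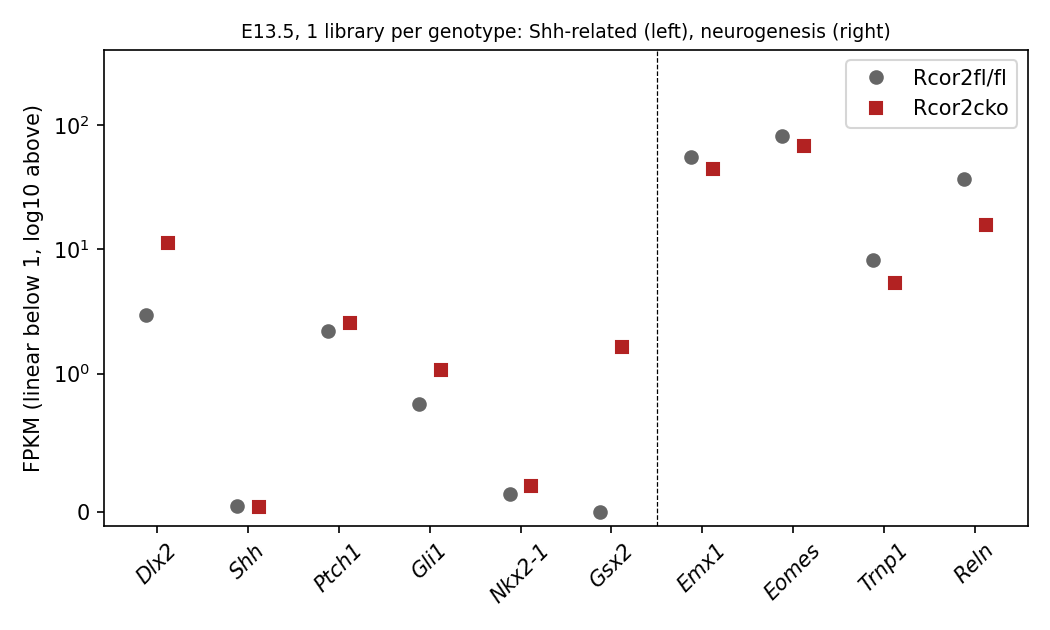
FPKM of Shh-related genes (left of the dashed line) and neurogenesis genes (right) at E13.5 in the Rcor2fl/fl library (grey circles) and the Rcor2cko library (red squares), 1 library each, on an axis that is linear below 1 and log10 above. Dlx2 rises from 2.96 to 11.2 FPKM, Shh is at 0.0429 and 0.0318 FPKM, and Reln falls from 36.5 to 15.6 FPKM.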

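Of the 5 neurogenesis genes, Reln and Trnp1 were lower by more than 1.5-fold in the E13.5 Rcor2cko library. Reln, on chromosome 5 of mm9 from 21390272 to 21850523, went from 36.5 to 15.6 FPKM, a log2 change of -1.22 (7911 and 4561 fragments, 95% exact interval -1.28 to -1.18). Trnp1 went from 8.18 to 5.402 FPKM, a log2 change of -0.59 with an interval from -0.89 to -0.32. With each of the 4 scaling alternatives and with a pseudocount of 1, the change of Trnp1 was smaller than 1.5-fold, and the smallest was -0.52. Emx1 went from 55.6 to 43.9 FPKM, a log2 change of -0.34 with an interval from -0.48 to -0.23. Tbr2, listed as Eomes, was at 80.9 and 68.1 FPKM, a log2 change of -0.25. The median log2 change of the 5 genes was -0.34. None of 10000 random lists of 5 genes matched on mean expression had a median as low. The paper names these 5 genes as falling in its RNA-seq, so that this comparison is no independent test of a fall. A list of 12 housekeeping genes was also lower in all 12 cases, with a median of -0.15 at percentile 0.53 of its matched lists. Of 13 other genes of Cajal-Retzius cells, which express Reln, and of the cortical hem, 6 passed the filter, and all 6 were lower, with a median of -0.75.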

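The fold-change part of the paper's criterion could be applied to the E13.5 files, which hold 1 FPKM value per gene and genotype, and not its P value from Cuffdiff. On fold change alone, 446 genes were up and 207 down. With a pseudocount of 1 in place of 0.1, 243 genes were up and 100 down. With the pseudocount of 0.1 and the further requirement that the 95% FPKM intervals of the files do not overlap, 220 genes were up and 81 down. Fragments were recovered for 14350 genes with 1 transcript of at least 1000 nt, of which 12093 entered a test. An exact binomial test of these fragments, a test chosen after seeing the data that compares the 2 libraries only, gave 311 genes up and 137 down with a fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.01. With an unadjusted p under 0.01 the numbers were 411 and 174. On simulated libraries with 200 changed genes, the same test called 94.5% of the changed genes and none of 8143 unchanged genes. The simulated libraries differed by counting error only, apart from planted changes of at least 2-fold. They therefore do not give the rate of false calls between 2 real libraries.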

In the RNA-seq results, 563 genes (485 upregulated and 78 downregulated) at E13.5 and 420 genes (327 upregulated and 93 downregulated) at E15.5 were differentially expressed on Rcor2 depletion as compared with the control samples (*P*<0.01, fold changes >1.5; Fig. 5d). 

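Enrichment of GO terms was not analysed here. Of the 207 genes more than 1.5-fold lower in the E13.5 Rcor2cko library, 79 were under 1 FPKM in that library. Among the 12 genes labelled as downregulated in Fig. 5a, Reln and Trnp1 were past 1.5-fold. The median log2 change of the 12 genes was -0.30.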

GO term analysis of downregulated genes in E13.5 samples showed a significant (*P*<0.01) enrichment of terms related to neuron differentiation (for example, neuron differentiation, neuron projection development, morphogenesis involved in neuron differentiation, axonogenesis and forebrain development) in the 78 downregulated genes (Supplementary Fig. 5b), similar to the enrichment of terms in E15.5 samples (Supplementary Fig. 5c). Notably, genes involved in chromatin assembly or nucleosome organization were significantly downregulated on Rcor2 depletion at E15.5 stage (Supplementary Fig. 5c), indicating Rcor2 may regulate gene activity involved in neurogenesis by affecting chromatin structure.

Coupled with the aforementioned ChIP-seq results (Fig. 4), we compared both Rcor2-Flag and H3K4me1 enrichment profiles in the regulatory regions of the upregulated genes shown in RNA-seq results with those of genome-wide scale. As the enrichments of Rcor2-Flag in the regulatory regions of upregulated genes could coincide well with those of genome-wide scale, the enrichments of H3K4me1 distributed near the regions of Rcor2 occupancy (however, absent from the Rcor2 peaks in the regulatory regions of genes; Fig. 5d), further suggesting that Rcor2 directly regulate these genes' activities by recruiting LSD1 complex, which would tolerate no methyl modifications on H3K4 sites.

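Only the E13.5 libraries were analysed here, so that neither the overlap with E15.5 nor the expression correlations were computed. Of the 28 genes that Fig. 5e assigns to the 3 categories, 25 were more than 1.5-fold higher in the E13.5 Rcor2cko library, with a median log2 change of 1.50. The paper took these genes from those upregulated at both stages in its RNA-seq, so that the counts are no independent test of a rise. All 10 genes of transcription regulation were up, with a median log2 change of 1.73, and so were all 5 genes of cell–cell signalling, with a median of 1.18. Of the 13 genes of neuron differentiation, 10 were up and 2 were lower, the lowest at -0.51, with a median of 1.49. Isl1 had the largest change of the 28 genes, from a listed 0 to 2.23 FPKM, a log2 change of 4.54. Nkx2-1, at 0.35, and Shh, at -0.12, were among the 3 genes that were not past 1.5-fold. With a pseudocount of 1, 20 of the 28 genes were up more than 1.5-fold, the lowest number among the alternatives.

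**Figure D3:**
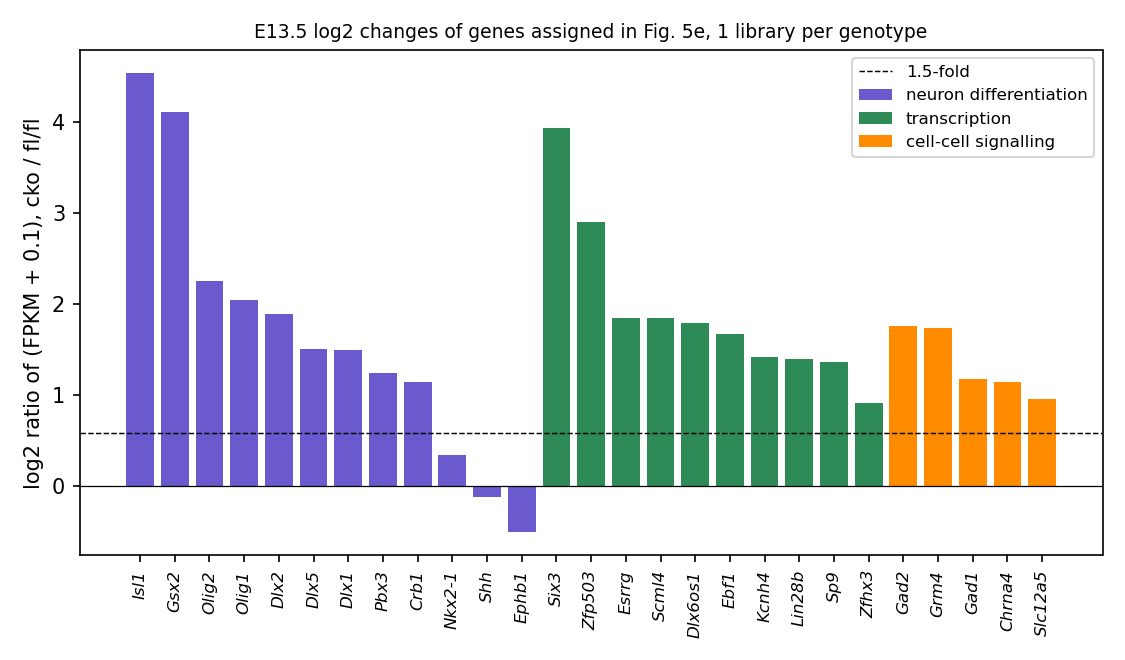
Log2 ratio of (FPKM + 0.1), Rcor2cko over Rcor2fl/fl, at E13.5 for genes assigned in Fig. 5e, 1 library per genotype, sorted within each category. Bars above the dashed line are more than 1.5-fold higher in the Rcor2cko library, and the highest is Isl1 at 4.54.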

Among the 98 overlapping upregulated genes (Fig. 5c), expression correlation analysis exhibited that 68 gene expressions were positively correlated with other genes with a cutoff *R*-value (correlation coefficient) as 0.55, in which 13 genes were highly related to neuron differentiation, 10 genes were involved in transcription regulation and 5 genes were categorized to cell–cell signalling (Fig. 5e and Supplementary Table S1), indicating that Rcor2 might regulate transcription, neuron differentiation and fate specification. Taken together, both ChIP-seq and RNA-seq results strongly demonstrate that Rcor2 could directly target genes involved in Shh signalling pathway, such as *Shh* and *Dlx2*, to repress their transcriptional activities during cortical neurogenesis.

Given the direct enrichments of Rcor2 on molecules involved in Shh signalling (Figs 4 and 5), we validated the expression of genes involved in Shh signalling pathways on Rcor2 depletion. RT–qPCR analysis of both *in-vivo* neocortical samples and *in-vitro*-cultured NPCs revealed significant activation of Shh signalling pathway on Rcor2 depletion (Fig. 6a and Supplementary Fig. 6a). Immunostaining results showed the signals of Shh and its receptor Ptch1, which maintained low levels in Rcor2^fl/fl^ cortex during development as reported^19^, were both significantly enhanced with localization on the membrane of cortical cells on Rcor2 depletion (Fig. 6b). Strikingly, we found enrichment of Dlx2 signals at E15.5 in the neocortex on Rcor2 depletion (Fig. 6c), consistent with ChIP-seq and RNA-seq data. The staining observations above were validated by immunostaining in cultured Rcor2^cko^ NPCs *in vitro*, which also exhibited significantly enhanced expression of Shh, Ptch1 and Dlx2 (Fig. 6d). In addition, western blot analysis also confirmed the upregulation of the above genes related to Shh signalling on Rcor2 knockout during cortical development (Fig. 6e). Taken together, both *in vivo* and *in vitro* data above strongly suggest that Rcor2 plays an important role in repression of Shh signalling pathway.

Previous studies demonstrated that Shh, as a classic morphogen, plays important roles in dorsal–ventral specification during CNS development^19^,^39^. Next, we checked whether abnormally activated Shh signalling caused by Rcor2 depletion affected dorsal–ventral gene expression pattern during cortical development. Similar to our RNA-seq results (Fig. 5b), quantitative expression analysis also showed significant downregulation of dorsal marker genes such as *Emx1* and *Emx2*, and dramatically upregulated ventral marker genes including *Nkx2.1*, *Dlx6*, *Olig2* and so on in E15.5 neocortex on Rcor2 depletion (Supplementary Fig. 6b). Besides the defects in excitatory neuron production on Rcor2 knockout during cortical development (Fig. 3 and Supplementary Fig. 3a), we also observed enriched expressions of interneuron markers, Calretinin and Somatostatin, in Rcor2^cko^ dorsal cortex at E15.5 by immunostaining (Supplementary Fig. 6c). These results strongly suggest that Rcor2 function in repression of Shh signalling pathway, thereby specifying dorsal–ventral gene expression patterns during cortical development, resulting in ectopic generation of cells that might be inhibitory neurons.

Although using Nestin-driven conditional knockout mice is a typical choice for the central nerve system research, however, to further study Rcor2 function in neocortical development we generated Rcor2^fl/fl^Emx1^Cre^ (Rcor2^Emx^) mice to specifically knock out Rcor2 in the neocortex^40^. We observed similar phenotype in Rcor2^Emx^ developing neocortex (Supplementary Fig. 7), excluding the possibility that our observations in Rcor2^cko^ neocortex is caused by the side effects of Nestin-driven Rcor2 depletion and further confirming Rcor2's important roles during neocortical development.

### Inhibition of Shh partially rescues Rcor2-depletion defects

Given the profound fact that Rcor2 regulates cortical neurogenesis by repressing Shh and its downstream factor Dlx2 during development, we next asked whether inhibition of Shh could rescue the phenotypes caused by Rcor2 disruption. To test this, both specific shRNAs and inhibitor Cyclopamine^41^ were adopted to inhibit Shh activity in the cortex electroporated with Rcor2 RFP–shRNAs. Electroporation of Shh shRNAs into the shRcor2 neocortex could partially rescue the neurogenesis defects caused by Rcor2 knockdown (Fig. 7a,b). Similarly, Cyclopamine treatment of the shRcor2 neocortex could also relieve such defects (Fig. 7c,d), suggesting that Rcor2 regulates cortical neurogenesis through regulating Shh signalling pathway.

In addition, when adding Cyclopamine into the medium of the *in-vitro*-cultured NPCs for 48 h, the neurosphere sizes of Rcor2^cko^ NPCs were dramatically increased, similar in size to those of wild-type NPCs (Fig. 7e). Cell counting further confirmed about twofold increases in Rcor2^cko^ NPC numbers after Cyclopamine treatment compared with the untreated NPCs (Fig. 7f), suggesting improved proliferative ability of Rcor2^cko^ NPCs on Shh inhibition. Notably, ectopically activated Shh and Ptch1 signals in Rcor2^cko^ NPCs were downregulated and Dlx2^+^ cells decreased on Cyclopamine treatment (Supplementary Fig. 8a), indicating that Rcor2 regulates NPC proliferation through Shh signalling pathway.

Depletion or knockdown of Rcor2 impairs neuronal differentiation of cortical RGCs during development (Figs 2, 3 and 5, and Supplementary Figs 2, 3, 5 and 7). Hence, to further test whether the affected neuronal production caused by Rcor2 disruption can be rescued by Shh inhibition, Cyclopamine was introduced into the differentiation process of *in-vitro*-cultured NPCs. Immunostaining results showed the ratio of Tuj1^+^ cells in the Rcor2^cko^ group was significantly increased on Cyclopamine treatment, similar to those of the Rcor2^fl/fl^ group (Fig. 7g and Supplementary Fig. 8b), suggesting that the impaired neuronal differentiation of Rcor2-depleted NPCs could also be partially rescued by Shh inhibition *in vitro*.

## Discussion

Histone demethylase LSD1/KDM1A can form complexes with different co-repressors in different cell types for fate regulation^42^,^43^,^44^. How specific subunits of LSD1 complex regulate gene activation and repression in brain development remains unclear. So far, three Rcor family genes (*Rcor1*/*CoREST*, *Rcor2* and *Rcor3*) have been reported in mammalian genomes and their orthologous genes have also been found in *Xenopus*, *Drosophilla* and *Caenorhabditis elegans*^45^. Rcor1, as the first characterized Rcor family member, has been extensively investigated in previous reports. However, the roles of Rcor2 and testis-specific Rcor3 remain largely unknown. Using conditional knockout mouse models coupled with CRISPR/Cas9 genome-editing system, our study first identify that Rcor2 inhibits transcriptional activities by facilitating nucleosomal demethylase activities of LSD1 complex on the promoter regions of *Dlx2* and *Shh*, both related to Shh signalling during cortical development. Furthermore, the ectopic activation of Shh signals caused by Rcor2 disruption results in inappropriate gene expression patterns in the developing dorsal neocortex and thus gives rise to defective NSC/NPC proliferation and differentiation, and finally severely impairs cortical neurogenesis and reduces brain size (Fig. 7h).

As previously reported, Shh signalling pathway is essential to CNS development throughout different developmental stages for axes formation^10^,^46^,^47^. In the early developing telencephalon, Shh is mainly expressed in the MGE and PoA, to restrict ventral patterning and to maintain cortical interneuron progenitor identity, while maintaining a low level in the neural stem/progenitor cells and in mature neurons in the dorsal telencephalon^19^,^48^. In our study, we find that the LSD1 co-repressor Rcor2 is enriched in the core promoter regions of several genes downstream of Shh signalling such as *Dlx2*, *Dlx5* and *Ascl1*, and the regulatory region of *Shh* (Fig. 4h and Supplementary Fig. 4d), thus sustaining the low activity of Shh signals during cortical development. In addition, not only the RNA transcripts but also the protein levels of the genes involved in Shh signalling is increased dramatically in the developing neocortex of Rcor2^cko^ brain *in vivo* and cultured Rcor2^cko^ NPCs *in vitro* (Figs 5 and 6, and Supplementary Fig. 6). This is the first evidence to demonstrate Rcor2 as a direct epigenetic regulator of Shh signalling pathway at the transcriptional level.

Disrupting or depleting Rcor2 expression results in RGC division abnormality and cell death (Fig. 2l,m), resulting in reduction of newborn neuron population, neocortex thickness and brain size (Figs 1f,g and 3a–e, and Supplementary Fig. 1d–g). These neurogenesis defects could be partially rescued by inhibiting Shh signals (Fig. 7), indicating that the ectopic Shh expression in the dorsal cortex could be a reason for defective cortical lamination on Rcor2 depletion, resulting in small brains. Interestingly, some research groups have considered that Shh is a mitogen regulating precursor cell proliferation in dorsal brain^15^,^18^. Studies from Shikata *et al*.^49^ have suggested that strong upregulation of Shh signalling activates transition from dorsalized IPCs (Tbr2^+^) to ventralized IPCs (Dlx2^+^), whereas low expression of Shh is required for cortical IPC proliferation in VZ. Moreover, other findings revealed that Shh activation in dorsal cortex convert dorsal/ventral marker gene expression^50^. Consistent with that, our observations here suggested strong expression of Shh in dorsal brain on Rcor2 depletion, resulting in depletion of dorsalized NPCs/IPCs and reduction of pyramidal neurons. In addition, we found an increase of ventralized IPCs and interneurons in the developing neocortex. Combined with the previous studies discussed above, it is suggested that the temporal and spatial expression of Shh is critical for the elaborative regulation of neurogenesis. Rcor2 not only directly regulates transcription of *Shh* but also some other ventral marker genes, such as *Dlx2*, *Dlx5* and *Ascl1* (Fig. 4 and Supplementary Fig 4). GO analysis of RNA-seq and ChIP-seq did not reveal much direct bindings between Rcor2 and promoter regions of neuronal target genes, indicating that the neurogenesis defects and neuronal cell fate changes caused by Rcor2 depletion could be a systematic alteration of dorsal cell characteristics change and telencephalon environment disruption, in which Shh signalling might play a critical role as an effector. Consistent with this, RNA-seq analysis revealed that genes involved in cell migration, cell fate commitment and synapse organization were also changed on Rcor2 depletion, which could be results from the systematic alterations as well. However, we cannot rule out the direct role of Rcor2 in regulating synapse organization and circuits formation.

Previous reports showed that ectopic Shh signalling in dorsal cortex induces expression of ventral marker genes and reduces expressions of dorsal marker genes^49^,^50^. Consistent with these observations, we found that when Shh signalling was abnormally activated on Rcor2 depletion in dorsal telencephalon at E13.5 and E15.5, the Shh receptor Ptch1 and its downstream ventral marker genes were dramatically upregulated, including *Dlx2*, *Nkx2.1*, *Gsx2*, *Ascl1* and so on (Figs 5, 6 and Supplementary Fig. 6). More importantly, we also found that expressions of dorsal marker genes such as *Emx1/2*, *Tbr2, Trnp1, Foxg1* and so on were reduced (Fig. 5 and Supplementary Fig. 6). In addition, we observed increase of interneurons in dorsal neocortex (Supplementary Fig 6c), which could be generated locally due to ectopic expression of ventral genes.

Taken together, our data support a model where Rcor2 directly represses transcription activities of Shh signalling pathway, to guarantee dorsal neocortex neurogenesis. Moreover, our *in-vitro* data recapitulated our *in-vivo* observations, highlighting the striking similarity of epigenetic regulation mechanisms both *in vivo* and *in vitro*. In summary, our findings open an avenue for the understanding of neurogenesis regulation via epigenetic regulatory complexes such as co-repressors in forebrain development.

## Methods

### Aminals

Adult Rcor2^LacZ^ mice (C57BL/6N-Rcor2^tm1a(EUCOMM)Wtsi^) were obtained from the Welcome Trust Sanger Institute Mouse Genetics Projects (Sanger MGP). Rcor2^fl/fl^ mice were generated by crossing Rcor2^LacZ^ mice with Rosa26^Flp^ mice. Rcor2^cko^ mice were produced by crossing Rcor2^fl/fl^ mice with Nestin^Cre^ mice. Rcor2^fl/fl^Emx1^Cre^ (Rcor2^Emx^) mice were generated by crossing Rcor2^fl/fl^ mice with Emx1^Cre^ mice. All mice had free access to food and water. All experiments were performed in accordance with the University of Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee of Tongji University.

### X-gal staining

Embryos at E11.5 were perfused with 4% paraformaldehyde in PBS (pH 7.4) followed by staining with 1 g l^−1^ X-Gal (Invitrogen).

### Nissl staining and immunostaining of brain sections

Embryos at the desired developmental stages were removed and transcardially perfused with ice-cold PBS (pH 7.4) followed by 4% paraformaldehyde in PBS (pH 7.4). Brains were dissected out and coronal sections were prepared using a vibratome (Leica Microsystems). For Nissl staining, brain slides were stained in 0.1% Cresyl violet for 3 min after dehydration and rehydration. Images were taken by Leica SCN400 (Leica Microsystems). For immunostaining, brain slides were subjected to antigen retrieval, followed by permeabilization (0.1% Triton X-100 in PBS), blocking (10% donkey serum in PBS) and antibody incubation. Images were acquired using a confocal laser scanning microscope (FV1000MPE-BX61WI, Olympus) and were analysed using FluoView (Olympus), Imaris (Bitplane) and Photoshop (Adobe Systems). Primary antibodies used were as follows: Rcor2 (1:50, catalogue number NBP1-74099, Novus Biological); Nes (1:300, catalogue number Rat-401, DSHB); Pax6 (1:100, DSHB); Sox2 (1:500, catalogue number sc-17319, Santa Cruz); BrdU (1:500, catalogue number ab6326, Abcam); Ki67 (1:300, catalogue number ab9260, Millipore); Satb2 (1:500, catalogue number ab34735, Abcam); Olig2 (1:200, catalogue number ab109186, Abcam); Shh (1:100, catalogue number sc-33943, Santa Cruz); Ptch1 (1:100, catalogue number sc-6149, Santa Cruz); Dlx2 (1:500, catalogue number ab117546, Abcam); Nkx2.1 (1:300, catalogue number ab76013, Abcam); Tbr1 (1:500, catalogue number ab31940, Abcam); Dcx (1:500, catalogue number ab18723, Abcam); Tbr2 (1:500, catalogue number ab23345, Abcam); Flag M2 (1:1,000, catalogue number F1804, Sigma); Map2 (1:500, catalogue number ab32454, Abcam); and Tuj1 (1:1,000, catalogue number mms-435p, Convance). Secondary antibodies used were as follows: goat or donkey anti-mouse or anti-rabbit Alexa-546-, Alexa-488- and Alexa-647-conjugated antibodies (1:500, Invitrogen). DNA was stained with 49,6-diamidino-2-phenylindole (1:10,000, catalogue number D1306, Invitrogen).

### Western blotting

For western blotting analysis, cortical cells were lysed in lysis buffer (20 mM Tris pH 7.0, 1% Triton X-100, 0.5% NP-40, 250 mM NaCl, 3 mM EDTA and protease inhibitor cocktail). Proteins were separated by SDS–PAGE and transferred onto a nitrocellulose membrane. After membranes were blocked with 5% milk for 30 min, they were probed with various primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies for 1 h at room temperature and visualized with enhanced chemiluminescence reagent (Thermo Scientific). Images have been cropped for presentation. Full-size images are presented in Supplementary Fig. 9.

### cRNA probe synthesis and *in situ* hybridization

cRNA probe was synthesized by forward primer 5′- GAGAGCCTCTGCCATCCA -3′ and reverse primer 5′- GCCAGAGAGATCCAGCCA -3′. For *in situ* hybridization, all operations were carried out under RNase-free conditions. Frozen sections of 20-μm thickness were hybridized with cRNA probes at a final concentration of 400 ng ml^−1^ overnight at 68 °C in hybridization solution (50% formamide, 10% dextran sulfate, 0.2% tRNA (Invitrogen), 1 × Denhardts solution (from a 50 × stock; Sigma), 1 × salt solution (containing 0.2 M NaCl, 0.01 M Tris, 5 mM NaH_2_PO_4_, 5 mM Na_2_HPO_4_, 5 mM EDTA pH 7.5)). After the sections were washed, alkaline phosphatase-coupled anti-digoxigenin Fab fragments were applied. For visualization of the labelled cRNAs, the sections were incubated in the dark in nitrobluetetrazolium/5-bromo-4-chloro-3-indolyl phosphate solution (Roche). Images were taken by Leica SCN400 (Leica Microsystems).

### Plasmid preparation and *in-utero* electroporation

Rcor2 shRNA sequences were cloned into pSicoR-RFP vector, Rcor2 sequences were cloned into pMX-FLAG-HA-IRES-GFP vector and Shh shRNA sequences were cloned into pLL3.7 vector, as previously described^51^. *In-utero* electroporation was performed as previously described^51^. In brief, a timed pregnant CD-1 mouse or Rcor2^fl/fl^ mouse at E13.5 was anaesthetized, the uterine horns were exposed and 1 μl of plasmid DNA (1–3 μg μl^−1^) mixed with Fast Green (Sigma) was manually microinjected through the uterus into the lateral ventricle, using a beveled and calibrated glass micropipette (Drummond Scientific). For electroporation, five 50-ms pulses of 40–50 mV with a 950-ms interval were delivered across the uterus with two 9-mm electrode paddles positioned on either side of the head (ECM830, BTX). After the procedure, the uterus was placed back in the abdominal cavity and the wound was surgically sutured. The mouse was then placed in a 28 °C recovery incubator under close monitoring until it recovered and resumed normal activity. Related primer sequences were listed in Supplementary Table 1.

### Time-lapse imaging of cortical slice culture

Cortical slice cultures were prepared and time-lapse imaging was acquired as previously described^8^,^51^. About 1 day after *in-utero* electroporation, embryos were removed and the brain was extracted into ice-cold artificial cerebrospinal fluid containing the following: 125 mM NaCl, 5 mM KCl, 1.25 mM NaH_2_PO_4_, 1 mM MgSO_4_, 2 mM CaCl_2_, 25 mM NaHCO_3_, 20 mM glucose pH 7.4 and 310 mOsm l^−1^. Brains were embedded in 3% low-melting agarose in artificial cerebrospinal fluid and sectioned at 400 mm using a vibratome (Leica Microsystems). Brain slices were transferred on to a slice culture insert (Millicell) in a glass-bottom Petri dish (MatTek Corporation) with culture medium containing (by volume): 66% Basal Medium Eagle (BME), 25% Hanks, 5% fetal bovine serum, 1% N2, 1% penicillin/streptomycin/glutamine (Invitrogen) and 0.66% D-(1)-glucose (Invitrogen). Cultures were maintained in a humidified incubator at 37 °C with constant 5% CO_2_ supply. Twenty-four hours later, Petri dishes with slice cultures were transferred to an inverted microscope FV1000MPE-IX81ZDC (Olympus) and imaged every 20 min for about 2–3 days. Images were analysed by FluoView (Olympus), Imaris (Bitplane) and Photoshop (Adobe Systems).

### Reverse transcriptase–quantitative PCR

Total RNAs of Rcor2^fl/fl^ and Rcor2^cko^ brains at desired developmental stages were extracted using TRIzol reagent (Invitrogen) according to the manufacturer's instructions. Complementary DNA synthesis was performed with the M-MLV Reverse Transcriptase Kit (Promega) following the manufacturer's instructions. Quantitative RT–PCR was performed using a SYBR Green Premix Ex Taq II (Takara) and signals were detected with ABI7500 Real-Time PCR System (Applied BioSystems). Related primer sequences were listed in Supplementary Table 1 and Gapdh was used as endogenous control.

### RNA-seq and data analysis

For RNA-seq analysis, a timed pregnant Rcor2^fl/+^Nes^Cre^ mouse crossed with Rcor2^fl/+^Nes^Cre^ male mouse at E13.5 were anaesthetized. Embryos were removed separately and genotyping was performed to identify the Rcor2^fl/fl^ and Rcor2^cko^ pups. Cortical slices of Rcor2^fl/fl^ and Rcor2^cko^ embryos were prepared as described above. The VZ–SVZ regions were dissected separately and RNA was isolated using RNeasy Mini kit (Qiagen) according to the manufacturer's instructions. RNA-seq was performed by Biodynamic Optical Imaging Center at Peking University. For data analysis, sequencing reads were mapped with default settings using Tophat software v2.0.3 to the mouse genome reference (UCSC mm9). Differential gene expression analysis and scatter plotting were performed with Cuffdiff and R as previously described^52^.

### ChIP-seq and ChIP–qPCR

Rcor2^Flag^ mice were first generated by knocking in 3 × Flag sequences adjacent to the start codon ATG of *Rcor2* gene locus by CRISPR/Cas9. Embryonic cortex were isolated from Rcor2^Flag^ and Rcor2^cko^ embryos at E13.5, respectively. Cross-linking, chromatin isolation, sonication and IP were performed using MAGnify Chromatin Immunoprecipitation System (Invitrogen) following the manufacturer's instructions. Flag M2 antibody (1:1,000, catalogue number F1804, Sigma) and LSD1 antibody (1:1000, catalogue number 17721, Abcam) were used in the ChIP assays. Eluted DNA was used either for qPCR analysis as described above by using input DNA as the endogenous control or high-throughput sequencing. The pair-end sequencing was performed using Illumina Genome Analyzer IIx and Sequencing Kits (Version 5) after liabrary preparation. Illumina CASAVA pipeline v1.8.0 was used for the following sequence extraction and filtering.

## Additional information

**Accession codes:** All sequencing-derived data reported in this study have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession number GSE75040.

**How to cite this article**: Wang, Y. *et al*. LSD1 co-repressor Rcor2 orchestrates neurogenesis in the developing mouse brain. *Nat. Commun.* 7:10481 doi: 10.1038/ncomms10481 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
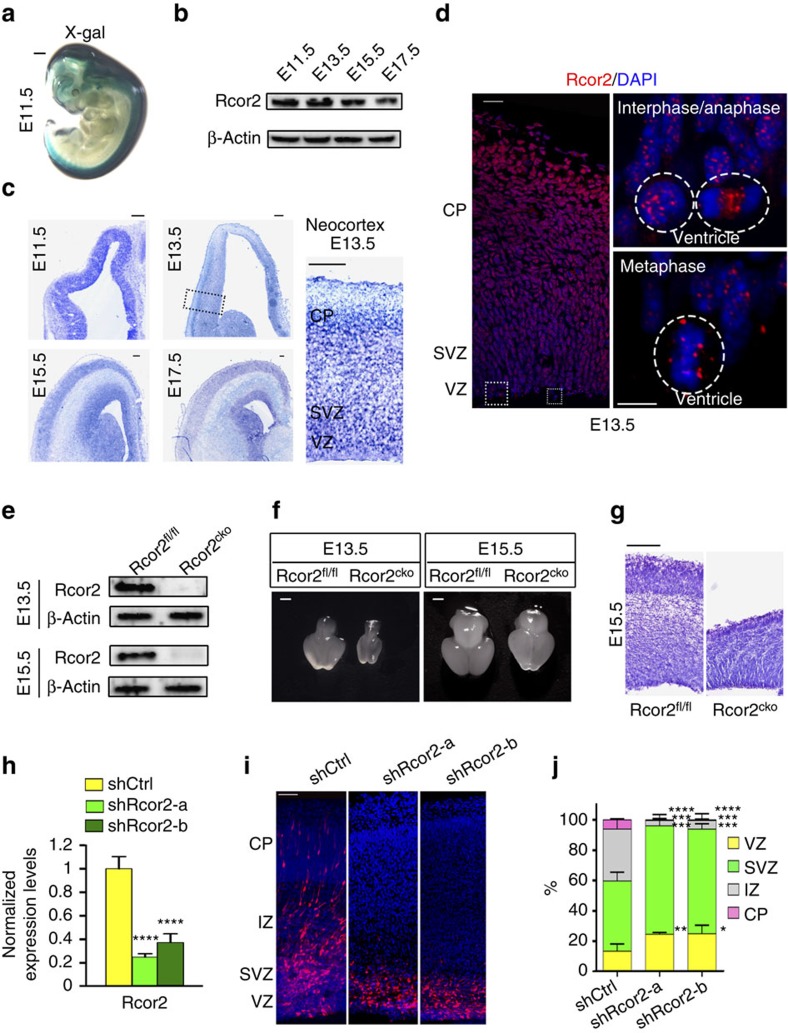
Rcor2 expresses in the CNS and regulates cortical development. (**a**) X-gal staining to detect Rcor2 expression patterns. Whole-embryo staining at E11.5 stage shows Rcor2 is mainly expressed in the CNS. Scale bar, 1 mm. (**b**) Western blot analysis of Rcor2 expression levels during brain development. The decreased expression of Rcor2 with embryonic development is noteworthy. β-Actin is used as an endogenous control. (**c**) *In situ* hybridization to detect endogenous *Rcor2* mRNA expression patterns in cortical development at E11.5, E13.5, E15.5 and E17.5. Insets show high-magnification image of Rcor2 expression in the neocortex at E13.5. VZ, ventricular zone; SVZ, subventricular zone; CP, cortical plate. Scale bar, 100 μm. (**d**) Confocal images of immunofluorescence to detect cellular localization of Rcor2 in the neocortex at E13.5. Rcor2 localized mainly in the nucleus at interphase and metaphase, and localized between separated chromosomes in anaphase of dividing cells in VZ. Dotted lines circle the shape of nuclei. Scale bar, 5 μm. (**e**) Western blot analysis of Rcor2 expression level in Rcor2^fl/fl^ and Rcor2^cko^ brains at E13.5 and E15.5, respectively. Rcor2 expression was depleted in Rcor2^cko^ brains. β-Actin is used as an endogenous control. (**f**) Representative images of Rcor2^fl/fl^ and Rcor2^cko^ brain size at different stages of development. Rcor2^cko^ mice show severe brain growth retardation at E13.5 and E15.5. Scale bar, 1 mm. (**g**) Representative images of Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5 by Nissl staining. Structural abnormalities of lamination with reduced cortical thickness are observed in Rcor2^cko^ cortex. Scale bar, 200 μm. (**h**) RT–qPCR analysis of knockdown efficiencies of the two shRNAs targeting Rcor2. Transcripts were normalized to the control group. Data are shown as mean±s.e.m., *t*-test, ****P<0.0001, *n*=3. (**i**) Confocal images of E16.5 cortical sections electroporated with shControl (red), shRcor2-a (red) and shRcor2-b (red) plasmids at E13.5. Knockdown of Rcor2 results in impaired cortical development. IZ, intermediate zone. Scale bar, 20 μm. (**j**) Quantification of the percentage of RFP^+^ cells in different regions of the developing neocortex after electroporation as shown in **i**. proportion of RFP^+^ cells in different zones (*y* axis). Data are shown as mean±s.e.m., *t*-test, *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001, *n*=3 individual experiments.

**Figure 2:**
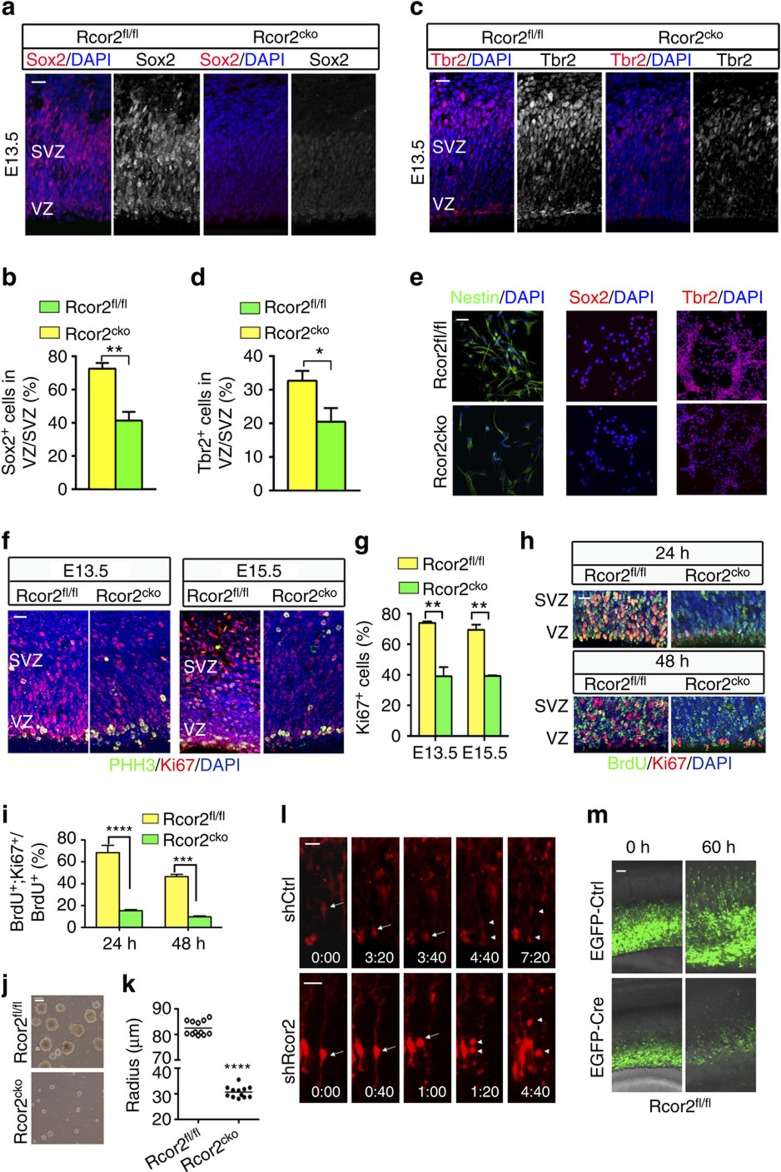
Rcor2 regulates cortical NSC/NPC population and proliferation during development. (**a**) Immunostaining images of Sox2 at E13.5. Sox2 is dramatically reduced on Rcor2 depletion. VZ, ventricular zone; SVZ, subventricular zone. Scale bar, 20 μm. (**b**) Quantification of Sox2^+^ cell ratios in VZ/SVZ regions shown in **a**. Data are shown as mean±s.e.m., *t*-test, ** *P*<0.01, *n*=3 individual experiments. (**c**) Confocal images of Tbr2 expression at E13.5. Tbr2 is dramatically reduced on Rcor2 depletion. Scale bar, 20 μm. (**d**) Quantification of Tbr2^+^ cell ratios in VZ/SVZ regions shown in **c**, respectively. Data are shown as mean±s.e.m., *t*-test, *P<0.05, *n*=3 individual experiments. (**e**) Immunostaining images of Nestin, Sox2 and Tbr2 in cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs, all of which exhibit significantly reduced expression in the Rcor2^cko^ NPCs. Scale bar, 20 μm. (**f**) Confocal images of immunofluorescence for Ki67 and PHH3 in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E13.5 and E15.5. Ki67 signals (red), but not PHH3 signals (green), are dramatically reduced in Rcor2^cko^ developing brains. Scale bar, 20 μm. (**g**) Quantification of Ki67^+^ cells in the VZ/SVZ regions of the developing neocortex as shown in **f**. Data are shown as mean±s.e.m., *t*-test, **P<0.01, *n*=3 separate stainings from three independent brains. (**h**) Confocal images of BrdU (green) and Ki67 (red) staining in Rcor2^fl/fl^ and Rcor2^cko^ cortex 24 and 48 h after BrdU incorporation. Scale bar, 100 μm. (**i**) Quantification of the cell cycle exit by percentage of BrdU^+^ and Ki67^+^ NPCs divided by BrdU^+^ cells shown in **h**. Data are shown as mean±s.e.m., *t*-test, ***P<0.001 and ****P<0.0001, *n*=3 individual experiments. (**j**,**k**) Representative images (**j**) and quantification of (**k**) of Rcor2^fl/fl^ and Rcor2^cko^ neurosphere sizes. The neurospheres'radius of Rcor2^cko^ are much smaller than those of Rcor2^fl/fl^, *t*-test, ****P<0.0001, *n*=12. Scale bar, 50 μm. (**l**) Representative time-lapse imaging of the RGC dividing process in the sections of the cerebral cortex electroporated with RFP-shControl (upper panels) and RFP-shRcor2 (lower panels). The radial glial dividing pattern is abnormal on Rcor2 knockdown, resulting in cell death. Arrows, mother RGCs. Arrowheads, two daughter cells. Scale bar, 50 μm. (**m**) Representative time-lapse images of Rcor2^fl/fl^ cortex sections electroporated with EGFP-Control (upper panels) and EGFP-Cre (lower panels). Loss of cells is observed with Rcor2 knockout by Cre recombinase electroporation. Scale bar, 50 μm.

**Figure 3:**
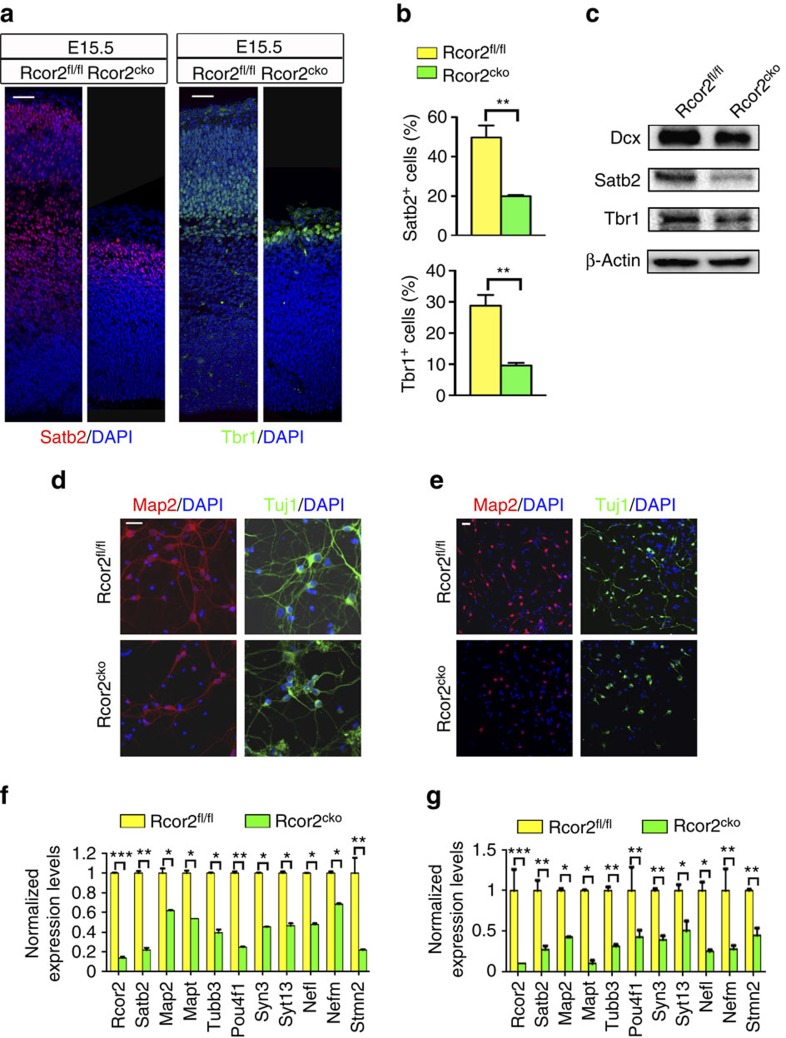
Rcor2 regulates cortical neurogenesis during development. (**a**) Confocal images of Satb2 and Tbr1 expressions in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5, which exhibit significant reduction on Rcor2 knockout. Scale bar, 50 μm. (**b**) Quantification of Satb2^+^ and Tbr1^+^ cells in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5 in **a** indicates Satb2 and Tbr1 expressions are decreased on Rcor2 depletion during development. Data are shown as mean±s.e.m., *t*-test, **P<0.01, *n*=3 individual experiments. (**c**) Western blot to analyse Dcx, Satb2 and Tbr1 expressions in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5. β-Actin is used as an endogenous control. (**d**) Representative images of Map2 and Tuj1 immunostaining in cultured neurons directly dissociated from Rcor2^fl/fl^ and Rcor2^cko^ brain cortex at E15.5. Decreased expression of both markers and reduced neurofilaments can be observed in Rcor2^cko^ cultured neurons. Scale bar, 20 μm. (**e**) Confocal images of *in-vitro* cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs 5 days post spontaneous differentiation using neuronal marker Map2 and Tuj1 antibodies, both of which are significantly reduced in the differentiated Rcor2^cko^ NPCs. Scale bar, 20 μm. (**f**,**g**) RT–qPCR analysis of neuronal markers expression in both Rcor2^fl/fl^ and Rcor2^cko^ neocortex at E15.5 stage (**f**) and *in-vitro*-cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs 5 days post spontaneous differentiation (**g**). Transcripts were normalized to Rcor2^fl/fl^ group. Data are shown as mean±s.d., *t*-test, *P<0.05, ** *P*<0.01 and ***P<0.001, *n*=3.

**Figure 4:**
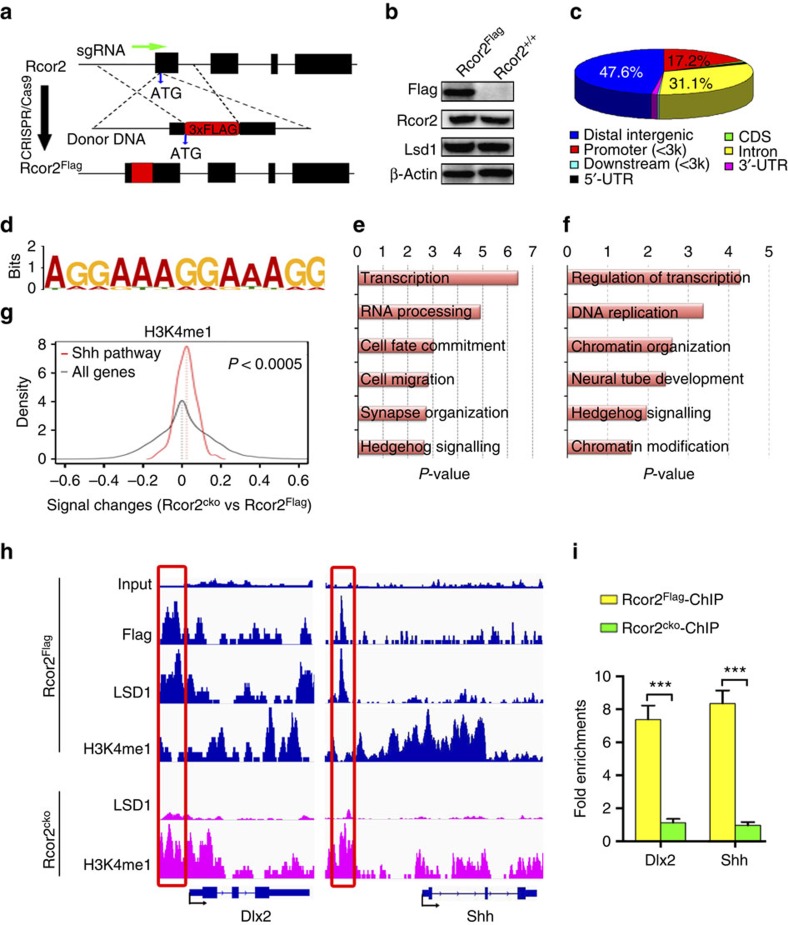
ChIP-seq analysis of Rcor2 enrichments in genome-wide scale reveals direct binding of Rcor2 at regulatory regions of genes related to Shh signalling pathway. (**a**) Schematic overview of strategy to generate an Rcor2^Flag^ knock-in allele by CRISPR/Cas9. The sgRNA sequence site is shown as a green arrowhead. The start codon of Rcor2 is indicated and capitalized. The oligo donor contained 50 bp homologies on both sides flanking the DSB, in which 3 × Flag sequences are labelled as a red box. (**b**) Western blot analysis to validate FLAG, RCOR2 and LSD1 expressions in Rcor2^Flag^ knock-in neocortex using Flag-M2 antibody. β-Actin was used as an endogenous control. (**c**) Pie chart depicts distribution of Rcor2 occupancies in genome-wide scale in FLAG ChIP-seq results using Rcor2^Flag^ knock-in neocortex at E13.5. (**d**) WebLogos of consensus binding motifs of Rcor2 generated by Multiple EM for Motif Elicitation (MEME) motif analysis tool. (**e**) GO analysis for Rcor2-binding regions in genome-wide scale revealed by Flag ChIP-seq results using Rcor2^Flag^ brain. (**f**) GO analysis for LSD1 occupancy in genome-wide scale revealed by LSD1 ChIP-seq results using Rcor2^Flag^ brain. (**g**) Density plots analysis of H3K4me1 signal change in promoter regions (−2- to ∼0.5 kb from TSS) on Rcor2 depletion. Compared with all genes, the change of H3K4me1 signal is significantly (*P*<0.0005, Kolmogorov–Smirnov test) enhanced in the promoter regions of Shh pathway-related genes on Rcor2 depletion. H3K4me1 signal change on Rcor2 depletion (*x* axis); H3K4me1 signal density (*y* axis). (**h**) Gene tracks of Rcor2, LSD1 and H3K4me1 enrichments by ChIP-seq analysis at core promoter regions of Dlx2 and upstream regulatory regions of Shh, which are closely related to Shh signalling. (**i**) ChIP–qPCR analysis of Rcor2^Flag^ and Rcor2^cko^ cortex at E13.5 using specific FLAG-M2 antibody. Significant enrichments of the Rcor2 at the regulatory regions of Dlx2 and Shh gene locus detected in **g** in the Rcor2^flag^ samples are worth noting. Fold enrichments of Rcor2 occupancy compared with input (*y* axis). Data are shown as mean±s.d., *t*-test, ***P<0.001, *n*=3.

**Figure 5:**
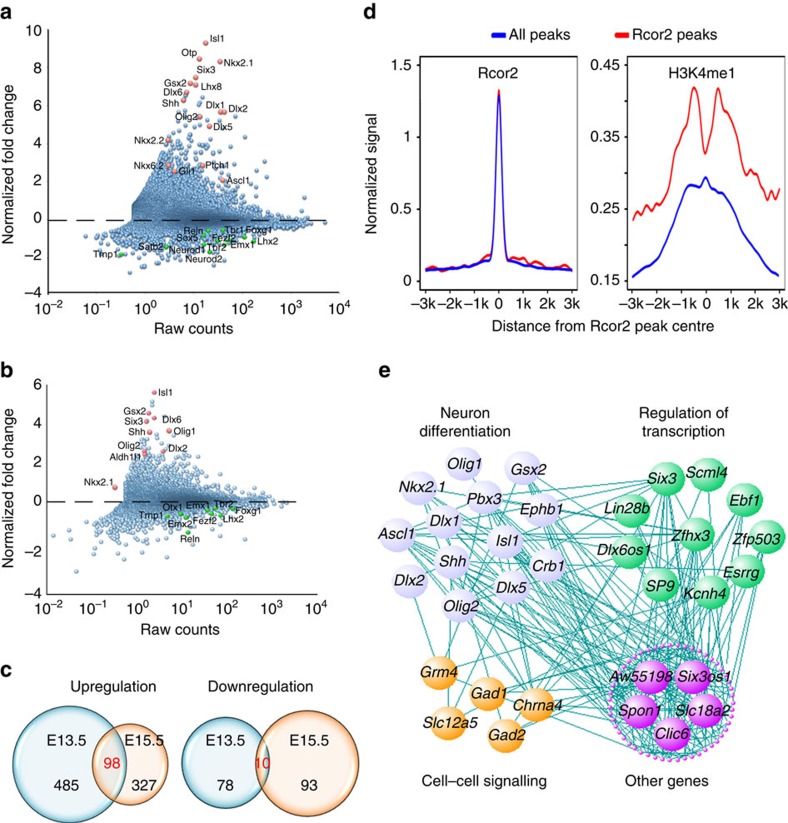
Genome-wide expression changes on Rcor2 depletion in mouse developing cortex by RNA-seq analysis. (**a**,**b**) Scatter plot analysis of genome-wide expression profiles of Rcor2^cko^ versus Rcor2^fl/fl^ samples at E13.5 (**a**) and E15.5 (**b**). Dots above or below the dash line indicate upregulated or downregulated genes on Rcor2 depletion, respectively. Red dots or green dots highlight the significantly differentially expressed genes on Rcor2 depletion. Raw counts (*x* axis); gene expression fold changes on Rcor2 depletion (*y* axis). (**c**) Venn diagrams of upregulated genes (left) and downregulated genes (right) in Rcor2^cko^ samples compared with Rcor2^fl/fl^ samples. (**d**) The profiles of Rcor2 and H3k4me1 enrichments analysed in ChIP-seq results shown in Fig. 3 in regulatory regions of genome-wide scale (red) and of the upregulated genes (purple) according to RNA-seq results. (**e**) Correlation network of overlapped upregulated genes in both E13.5 and E15.5 samples. Lines indicate the correlations between two connected genes with *R*>0.55. Genes were analysed by GO analysis and divided into different categories.

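Among the other genes labelled as upregulated in Fig. 5a, Isl1 rose in the E13.5 Rcor2cko library to 2.23 FPKM and Six3 to 1.43 FPKM from a listed 0, log2 changes of 4.54 and 3.94. Dlx6 rose from 0.121 to 2.21 FPKM, a log2 change of 3.39, and Olig2 from 0.189 to 1.28 FPKM, a log2 change of 2.26. Dlx1 rose from 4.87 to 13.9 FPKM, a log2 change of 1.49, and Dlx5 from 2.25 to 6.60 FPKM, a log2 change of 1.51. Otp was listed at 0 in both libraries. Lhx8 and Nkx2-2 were listed at 0 in the Rcor2fl/fl library and at 0.0221 and 0.0212 FPKM in the Rcor2cko library, where the value of Lhx8 rests on 1 fragment. Nkx6-2 was at 0.0930 and 0.161 FPKM. Of the genes labelled as downregulated, Lhx2 changed by -0.55 (130.0 and 88.5 FPKM), Fezf2 by -0.49 (76.6 and 54.5 FPKM) and Neurod1 by -0.40 (34.4 and 26.0 FPKM). Sox5 changed by -0.25 and Neurod2 by -0.14. Tbr1 was higher in the Rcor2cko library, at 71.5 and 83.2 FPKM, a log2 change of 0.22 with a 95% exact interval from 0.16 to 0.27.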

**Figure 6:**
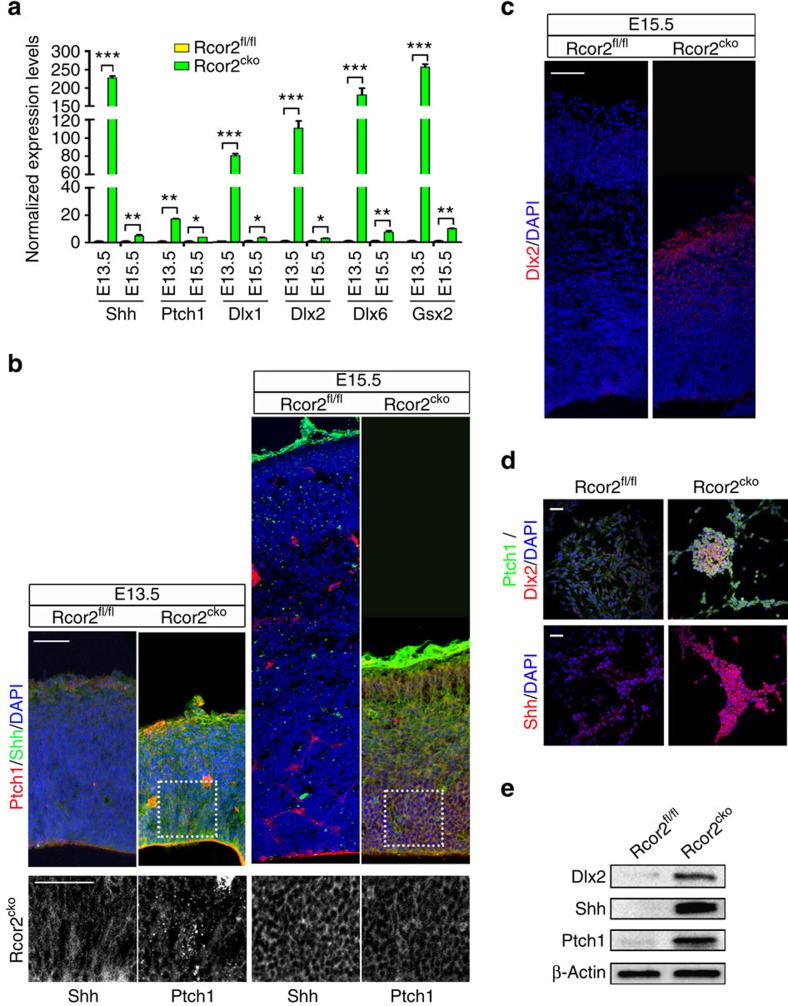
Rcor2 regulates Shh signalling pathway during cortical development. (**a**) qPCR analysis of the expression of genes related to the Shh signalling pathway in the cortex of Rcor2^fl/fl^ and Rcor2^cko^ brains during development. Significant upregulation of these genes on Rcor2 depletion is noteworthy. Transcripts were normalized to Rcor2^fl/fl^ group. Data are shown as mean±s.d., *t*-test, *P<0.05, **P<0.01 and ***P<0.001, *n*=3. (**b**) Confocal images of Shh and Ptch1 expressions in Rcor2^fl/fl^ and Rcor2^cko^ cortex. Enhanced Shh and Ptch1 signals are observed in Rcor2^cko^ compared with Rcor2^fl/fl^ neocortex at E13.5 and E15.5. Insets show high-magnification images of the outlined regions. Scale bars, 50 μm. (**c**) Dlx2 expression in Rcor2^fl/fl^ and Rcor2^cko^ cortex detected by immunofluorescence analysis at E15.5. Dlx2^+^ cells were observed in the neocortex on Rcor2 depletion. Scale bars, 50 μm. (**d**) Confocal images of Shh, Ptch1 and Dlx2 expressions in *in-vitro*-cultured Rcor2^cko^ NPCs. Scale bar, 20 μm. (**e**) Western blot analysis of expression levels of Dlx2, Shh and Ptch1 in Rcor2^fl/fl^ and Rcor2^cko^ cortex at E15.5. β-Actin is used as an endogenous control.

**Figure 7:**
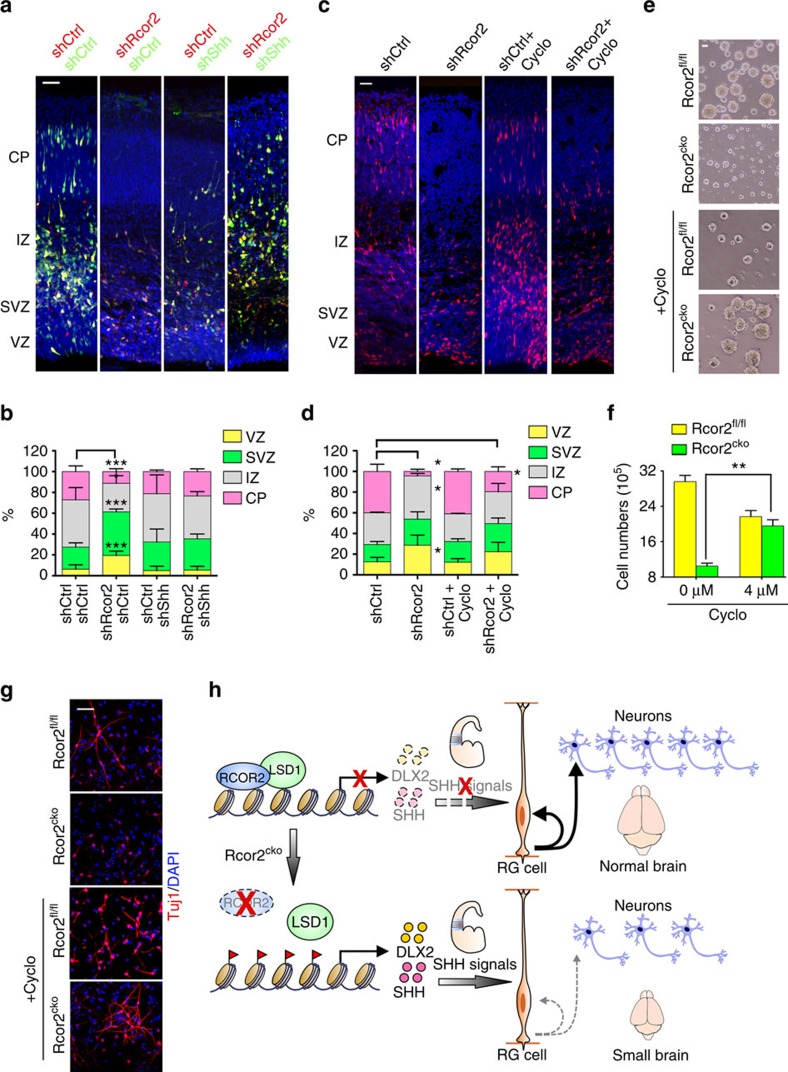
Rcor2 regulates cortical development by inhibition of Shh. (**a**) Knockdown of Rcor2 impairs cortical neurogenesis, which can be partially rescued by knockdown of Shh during cortical development. *In-utero* electroporation with RFP-shControl (red)/GFP-shControl (green), RFP-shRcor2 (red)/GFP-shControl (green), RFP-shControl (red)/GFP-shShh (green) or RFP-shRcor2 (red)/GFP-shShh (green) plasmids was performed at E13.5. Cerebral sections were fixed and imaged at E16.5. VZ, ventricular zone; SVZ, subventricular zone; CP, cortical plate. Scale bar, 50 μm. (**b**) Quantification of the percentage of RFP^+^/GFP^+^ cells in different regions of the developing cortex after electroporation shown in **a**. Data are shown as mean±s.e.m., *t*-test, **P<0.01 and ***P<0.001, *n*=3 individual experiments. (**c**) Inhibition of Shh by Cyclopamine can partially rescue neurogenesis defects caused by Rcor2 downregulation during cortical development. Rcor2 was knocked down at the lateral ventricle in the brain by *in-utero* electroporation with RFP-shRcor2 plasmids at E13.5. Cerebral sections were collected at E14.5 and then treated with cyclopamine to inhibit Shh activity for 48 h. Scale bar, 50 μm. (**d**) Quantification of the percentage of RFP^+^ cells in different regions of the developing neocortex after knockdown of Rcor2 or inhibition of Shh shown in **c**. Data are shown as mean±s.e.m., *t*-test, *P<0.05, *n*=3 individual experiments. (**e**) Representative images depicting neurosphere size is partially rescued in the *in-vitro*-cultured Rcor2^cko^ NPCs after treatment with Cyclopamine. Scale bar, 50 μm. (**f**) Histogram depicting cell numbers of *in-vitro*-cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs with or without Cyclopamine treatment for 48 h. Cells (5 × 10^5^) are seeded initially. Data are shown as mean±s.e.m., *t*-test, **P<0.01, *n*=3. (**g**) Confocal images of Tuj1 expression in the differentiated cells from *in-vitro*-cultured Rcor2^fl/fl^ and Rcor2^cko^ NPCs with or without Cyclopamine treatment. Tuj1 expressions are partially restored in Cyclopamine-treated Rcor2^cko^ cells. Scale bar, 20 μm. (**h**) Model of Rcor2 function in neurogenesis in the developing neocortex. Rcor2 safeguards cortical neurogenesis by recruiting LSD1 complex to the regulatory regions of Dlx2 and Shh genes, to inhibit the Shh pathway activation during development. The absence of Rcor2 leads to inhibition release of these genes and thus ectopic activation of Shh signalling in the developing neocortex, resulting in cortical neurogenesis defects.

## References

[b1] CavinessV. S.Jr. & RakicP. Mechanisms of cortical development: a view from mutations in mice. Annu. Rev. Neurosci. 1, 297–326 (1978) .38690310.1146/annurev.ne.01.030178.001501

[b2] AndersonS. A., MarinO., HornC., JenningsK. & RubensteinJ. L. Distinct cortical migrations from the medial and lateral ganglionic eminences. Development 128, 353–363 (2001) .1115263410.1242/dev.128.3.353

[b3] AndersonS. A., KaznowskiC. E., HornC., RubensteinJ. L. & McConnellS. K. Distinct origins of neocortical projection neurons and interneurons in vivo. Cereb. Cortex 12, 702–709 (2002) .1205008210.1093/cercor/12.7.702

[b4] MolyneauxB. J., ArlottaP., MenezesJ. R. & MacklisJ. D. Neuronal subtype specification in the cerebral cortex. Nat. Rev. Neurosci. 8, 427–437 (2007) .1751419610.1038/nrn2151

[b5] RakicP. The radial edifice of cortical architecture: from neuronal silhouettes to genetic engineering. Brain Res. Rev. 55, 204–219 (2007) .1746780510.1016/j.brainresrev.2007.02.010PMC2203611

[b6] WondersC. P. & AndersonS. A. The origin and specification of cortical interneurons. Nat. Rev. Neurosci. 7, 687–696 (2006) .1688330910.1038/nrn1954

[b7] XuQ. . Sonic hedgehog signaling confers ventral telencephalic progenitors with distinct cortical interneuron fates. Neuron 65, 328–340 (2010) .2015944710.1016/j.neuron.2010.01.004PMC2868511

[b8] WangX., TsaiJ. W., LaMonicaB. & KriegsteinA. R. A new subtype of progenitor cell in the mouse embryonic neocortex. Nat. Neurosci. 14, 555–561 (2011) .2147888610.1038/nn.2807PMC3083489

[b9] PuellesL. & RubensteinJ. L. Forebrain gene expression domains and the evolving prosomeric model. Trends Neurosci. 26, 469–476 (2003) .1294865710.1016/S0166-2236(03)00234-0

[b10] FuccilloM., JoynerA. L. & FishellG. Morphogen to mitogen: the multiple roles of hedgehog signalling in vertebrate neural development. Nat. Rev. Neurosci. 7, 772–783 (2006) .1698865310.1038/nrn1990

[b11] LiuA. & JoynerA. L. Early anterior/posterior patterning of the midbrain and cerebellum. Annu. Rev. Neurosci. 24, 869–896 (2001) .1152092110.1146/annurev.neuro.24.1.869

[b12] CampbellK. Dorsal-ventral patterning in the mammalian telencephalon. Curr. Opin. Neurobiol. 13, 50–56 (2003) .1259398210.1016/s0959-4388(03)00009-6

[b13] GuillemotF. Cellular and molecular control of neurogenesis in the mammalian telencephalon. Curr. Opin. Cell Biol. 17, 639–647 (2005) .1622644710.1016/j.ceb.2005.09.006

[b14] SurM. & RubensteinJ. L. Patterning and plasticity of the cerebral cortex. Science 310, 805–810 (2005) .1627211210.1126/science.1112070

[b15] DahmaneN. . The Sonic hedgehog-Gli pathway regulates dorsal brain growth and tumorigenesis. Development 128, 5201–5212 (2001) .1174815510.1242/dev.128.24.5201

[b16] GulacsiA. & AndersonS. A. Shh maintains Nkx2.1 in the MGE by a Gli3-independent mechanism. Cereb. Cortex 16, (Suppl 1): i89–i95 (2006) .1676671310.1093/cercor/bhk018

[b17] KomadaM. Sonic hedgehog signaling coordinates the proliferation and differentiation of neural stem/progenitor cells by regulating cell cycle kinetics during development of the neocortex. Congenit. Anom. (Kyoto) 52, 72–77 (2012) .2263999110.1111/j.1741-4520.2012.00368.x

[b18] KomadaM. . Hedgehog signaling is involved in development of the neocortex. Development 135, 2717–2727 (2008) .1861457910.1242/dev.015891

[b19] SousaV. H. & FishellG. Sonic hedgehog functions through dynamic changes in temporal competence in the developing forebrain. Curr. Opin. Genet. Dev. 20, 391–399 (2010) .2046653610.1016/j.gde.2010.04.008PMC2991106

[b20] FongA. P. . Genetic and epigenetic determinants of neurogenesis and myogenesis. Dev. Cell 22, 721–735 (2012) .2244536510.1016/j.devcel.2012.01.015PMC3331915

[b21] MuhChyiC., JuliandiB., MatsudaT. & NakashimaK. Epigenetic regulation of neural stem cell fate during corticogenesis. Int. J. Dev. Neurosci. 31, 424–433 (2013) .2346641610.1016/j.ijdevneu.2013.02.006

[b22] MaD. K. . Epigenetic choreographers of neurogenesis in the adult mammalian brain. Nat. Neurosci. 13, 1338–1344 (2010) .2097575810.1038/nn.2672PMC3324277

[b23] HirabayashiY. & GotohY. Epigenetic control of neural precursor cell fate during development. Nat. Rev. Neurosci. 11, 377–388 (2010) .2048536310.1038/nrn2810

[b24] OkanoH. & TempleS. Cell types to order: temporal specification of CNS stem cells. Curr. Opin. Neurobiol. 19, 112–119 (2009) .1942719210.1016/j.conb.2009.04.003

[b25] HsiehJ. & GageF. H. Chromatin remodeling in neural development and plasticity. Curr. Opin. Cell Biol. 17, 664–671 (2005) .1622644910.1016/j.ceb.2005.09.002

[b26] BallasN. & MandelG. The many faces of REST oversee epigenetic programming of neuronal genes. Curr. Opin. Neurobiol. 15, 500–506 (2005) .1615058810.1016/j.conb.2005.08.015

[b27] ShiY. . Histone demethylation mediated by the nuclear amine oxidase homolog LSD1. Cell 119, 941–953 (2004) .1562035310.1016/j.cell.2004.12.012

[b28] QureshiI. A., GokhanS. & MehlerM. F. REST and CoREST are transcriptional and epigenetic regulators of seminal neural fate decisions. Cell Cycle 9, 4477–4486 (2010) .2108848810.4161/cc.9.22.13973PMC3048046

[b29] YaoH. . Corepressor Rcor1 is essential for murine erythropoiesis. Blood 123, 3175–3184 (2014) .2465299010.1182/blood-2013-11-538678PMC4023423

[b30] AndresM. E. . CoREST: a functional corepressor required for regulation of neural-specific gene expression. Proc. Natl Acad. Sci. USA 96, 9873–9878 (1999) .1044978710.1073/pnas.96.17.9873PMC22303

[b31] LunyakV. V. . Corepressor-dependent silencing of chromosomal regions encoding neuronal genes. Science 298, 1747–1752 (2002) .1239954210.1126/science.1076469

[b32] AbrajanoJ. J. . Corepressor for element-1-silencing transcription factor preferentially mediates gene networks underlying neural stem cell fate decisions. Proc. Natl Acad. Sci. USA 107, 16685–16690 (2010) .2082323510.1073/pnas.0906917107PMC2944745

[b33] FuentesP., CanovasJ., BerndtF. A., NoctorS. C. & KukuljanM. CoREST/LSD1 control the development of pyramidal cortical neurons. Cereb. Cortex 22, 1431–1441 (2012) .2187848710.1093/cercor/bhr218

[b34] YangP. . RCOR2 is a subunit of the LSD1 complex that regulates ESC property and substitutes for SOX2 in reprogramming somatic cells to pluripotency. Stem Cells 29, 791–801 (2011) .2143322510.1002/stem.634

[b35] SkarnesW. C. . A conditional knockout resource for the genome-wide study of mouse gene function. Nature 474, 337–342 (2011) .2167775010.1038/nature10163PMC3572410

[b36] NairV. D. . Involvement of histone demethylase LSD1 in short-time-scale gene expression changes during cell cycle progression in embryonic stem cells. Mol. Cell. Biol. 32, 4861–4876 (2012) .2302804810.1128/MCB.00816-12PMC3497594

[b37] SuvaM. L. . Reconstructing and reprogramming the tumor-propagating potential of glioblastoma stem-like cells. Cell 157, 580–594 (2014) .2472643410.1016/j.cell.2014.02.030PMC4004670

[b38] DingJ., XuH., FaiolaF., Ma'ayanA. & WangJ. Oct4 links multiple epigenetic pathways to the pluripotency network. Cell Res. 22, 155–167 (2012) .2208351010.1038/cr.2011.179PMC3252465

[b39] MartiE. & BovolentaP. Sonic hedgehog in CNS development: one signal, multiple outputs. Trends Neurosci. 25, 89–96 (2002) .1181456110.1016/s0166-2236(02)02062-3

[b40] GorskiJ. A. . Cortical excitatory neurons and glia, but not GABAergic neurons, are produced in the Emx1-expressing lineage. J. Neurosci. 22, 6309–6314 (2002) .1215150610.1523/JNEUROSCI.22-15-06309.2002PMC6758181

[b41] TaipaleJ. . Effects of oncogenic mutations in Smoothened and Patched can be reversed by cyclopamine. Nature 406, 1005–1009 (2000) .1098405610.1038/35023008

[b42] MosammaparastN. . The histone demethylase LSD1/KDM1A promotes the DNA damage response. J. Cell Biol. 203, 457–470 (2013) .2421762010.1083/jcb.201302092PMC3824007

[b43] ToffoloE. . Phosphorylation of neuronal Lysine-Specific Demethylase 1LSD1/KDM1A impairs transcriptional repression by regulating interaction with CoREST and histone deacetylases HDAC1/2. J. Neurochem. 128, 603–616 (2014) .2411194610.1111/jnc.12457

[b44] LiuL. . Histone lysine-specific demethylase 1 (LSD1) protein is involved in Sal-like protein 4 (SALL4)-mediated transcriptional repression in hematopoietic stem cells. J. Biol. Chem. 288, 34719–34728 (2013) .2416337310.1074/jbc.M113.506568PMC3843083

[b45] LakowskiB., RoelensI. & JacobS. CoREST-like complexes regulate chromatin modification and neuronal gene expression. J. Mol. Neurosci. 29, 227–239 (2006) .1708578110.1385/JMN:29:3:227

[b46] TraiffortE., AngotE. & RuatM. Sonic Hedgehog signaling in the mammalian brain. J. Neurochem. 113, 576–590 (2010) .2021897710.1111/j.1471-4159.2010.06642.x

[b47] MacholdR. . Sonic hedgehog is required for progenitor cell maintenance in telencephalic stem cell niches. Neuron 39, 937–950 (2003) .1297189410.1016/s0896-6273(03)00561-0

[b48] XuQ., WondersC. P. & AndersonS. A. Sonic hedgehog maintains the identity of cortical interneuron progenitors in the ventral telencephalon. Development 132, 4987–4998 (2005) .1622172410.1242/dev.02090

[b49] ShikataY. . Ptch1-mediated dosage-dependent action of Shh signaling regulates neural progenitor development at late gestational stages. Dev. Biol. 349, 147–159 (2011) .2096984510.1016/j.ydbio.2010.10.014

[b50] HuangX., LitingtungY. & ChiangC. Ectopic sonic hedgehog signaling impairs telencephalic dorsal midline development: implication for human holoprosencephaly. Hum. Mol. Genet. 16, 1454–1468 (2007) .1746818110.1093/hmg/ddm096

[b51] WangX. . Asymmetric centrosome inheritance maintains neural progenitors in the neocortex. Nature 461, 947–955 (2009) .1982937510.1038/nature08435PMC2764320

[b52] GaoY. . Replacement of Oct4 by Tet1 during iPSC induction reveals an important role of DNA methylation and hydroxymethylation in reprogramming. Cell Stem Cell 12, 453–469 (2013) .2349938410.1016/j.stem.2013.02.005

How the deposited data were processed for this re-analysis (not part of the article)

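RNA of the VZ–SVZ of the E13.5 mouse cortex was measured in 1 Rcor2fl/fl library and 1 Rcor2cko library. The sample labels and the methods of the paper give the genotypes and the stage. The authors isolated RNA with RNeasy columns, used a stranded mRNA library kit, mapped the reads with TopHat v2.0.3 at default settings to mm9, and compared expression with Cuffdiff and R. They deposited FPKM values with the lower and upper bounds of a 95% FPKM interval. The deposited Rcor2fl/fl values have 27641 rows, 1 per RefSeq transcript, and the Rcor2cko values 21896 rows, 1 per gene, for the same 21896 gene symbols. The status given with each row was other than OK in 281 rows of the Rcor2fl/fl library and 93 rows of the Rcor2cko library. E15.5 was not analysed here.

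From these values, the rows of a gene were summed. Genes with at least 1 FPKM in at least 1 library were compared by the ratio of (FPKM + 0.1) on the log2 scale, and counted as changed above 1.5-fold. No further normalization was applied. With 1 library per genotype there is no test of the genotypes and no p-value across genes. Instead, a gene list was described by the percentile of its median among 10000 random lists of the same size matched on decile of mean log2(FPKM + 0.1). All 7 Shh-related and all 5 neurogenesis genes entered the lists, whatever their FPKM; under the alternatives that change the filter, genes failing it were left out of the lists as well. Where the 95% FPKM intervals were used, the half-widths of a gene's transcripts were combined as the root of the sum of squares. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

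The files give no counts. For genes with 1 transcript, FPKM times the transcript length less an offset is a whole multiple of what 1 fragment is worth. The offset, 194.0 nt in the Rcor2fl/fl library and 200.9 nt in the Rcor2cko library, and the step were fitted on the genes with 1 fragment (432 and 430 genes), and fragments were recovered for 14350 genes with 1 transcript of at least 1000 nt and status OK in both libraries. The scaling totals were 18841656 and 25479845 fragments. From these, 95% exact intervals and a two-sided exact binomial test of fragments were computed for 12093 genes with at least 1 fragment, with Benjamini-Hochberg adjustment. They compare the 2 libraries only. The same steps were tested on simulated data with 200 changed genes, in which unchanged genes differed by counting error only. The scaling total was recovered to 100%. Of the changed genes 99.5%, and of 8143 unchanged genes 30, passed the fold change alone.

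Gene positions are from GENCODE vM1 on NCBIM37, the assembly that UCSC calls mm9, counted from 1. Of 269 genes in the lists, 263 were found in the annotation by symbol, overlapping the locus given in the files.

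The values of some genes that the paper names are not reported here, although lists and counts include them. The other genes were named by a rule set before the data were examined: every gene that the paper names for RNA-seq in its text or labels in Fig. 5a, and, among the others, the 5 largest rises and 5 largest falls with a mean of at least 5 FPKM that stayed past 1.5-fold under every pseudocount and scaling alternative (a gene listed at 0 in one library was taken to pass where no pseudocount was used). Genes of lists written before the data were examined are named in the closing section; lists of Cajal-Retzius and hem, striatal, medial ganglionic eminence and histone genes were written later, before the values of their genes were looked at except for 1 gene of the medial ganglionic eminence, and the small RNAs were chosen by name. The alternatives set before the data were examined were pseudocounts of 1 and 0.01 and none, median, total, upper-quartile and quantile scaling, no filter, filters of at least 5 FPKM in at least 1 library and at least 1 FPKM in both, a fold change above 2, the highest row per gene, non-overlapping 95% FPKM intervals, and leaving out mitochondrial, ribosomal protein, haemoglobin and histone genes. Another 6 were chosen after seeing the data.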

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

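Among genes that the paper does not discuss, the 5 largest rises with a mean of at least 5 FPKM were all from a listed 0 in the Rcor2fl/fl library. All tests in this part were chosen after the results were seen.

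Mir715 reached 931 FPKM, Snora15 302 FPKM and Snora69 127 FPKM in the Rcor2cko library, log2 changes of 13.18, 11.56 and 10.31. The half-widths of their 95% FPKM intervals in the files, 2007, 2898 and 978 FPKM, are larger than the values, so that none of these 3 rises can be told from 0. Their transcripts, of 110, 116 and 122 nt, are shorter than the fitted offset of 200.9 nt, at which the length correction of FPKM has little left to divide by. Of the 4 other genes listed at 0 in one library and above 5 FPKM in the other, 2 (50%) had a transcript shorter than this offset, against 0.102% of the 11777 genes tested. The other 2 are Ttr and Eif2s3y, of 1221 and 1767 nt, for which other explanations were tested. Apart from them, all genes meeting this criterion had short transcripts, and transcripts shorter than the sequenced fragments are a candidate explanation for the rises of Mir715, Snora15 and Snora69. With so few genes it remains a hypothesis, and no biological explanation was tested for these 3 genes.

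Ttr rose to 57.8 FPKM, a log2 change of 9.18, from 1503 recovered fragments against 0. Ttr is a marker of the choroid plexus, and a candidate explanation is choroid plexus tissue in the Rcor2cko dissection. Of the other 6 choroid plexus genes in a list written before the data were examined, only 2 passed the filter of 1 FPKM. Their median log2 change of 2.23 lay at the 98.6th percentile of matched random lists. A rise of choroid plexus genes caused by the loss of Rcor2 cannot be told apart from a difference in dissection with 1 library per genotype.

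Eif2s3y, on the Y chromosome, rose to 19.8 FPKM, a log2 change of 7.64, from 791 fragments against 0. The pattern is consistent with a different sex of the embryos behind the 2 libraries. The 3 other Y-linked genes examined (Ddx3y, Kdm5d and Uty) were all under 0.1 FPKM in the Rcor2fl/fl library and at least 1 FPKM in the Rcor2cko library, while Xist had a log2 change of -9.73. The sex of the embryos is confounded with genotype in this pair.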

How the results depend on the processing

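In all, 14 alternatives were set before the data were examined and 6 were chosen after seeing them. The log2 change of Rcor2 (from -0.70 to -0.66), the median and percentile of the neurogenesis genes, and the number of Fig. 5e genes up (from 20 to 25) kept their direction and side under every alternative run on them. No paired analysis was possible because there is 1 library per genotype.

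The numbers of changed genes moved most. Up and down, they were 1287 and 672 without a filter, 262 and 128 with at least 1 FPKM in both libraries, 139 and 69 with at least 5 FPKM in at least 1 library, 162 and 62 above 2-fold, 243 and 100 with a pseudocount of 1, and 220 and 81 with non-overlapping 95% FPKM intervals. The exact test of recovered fragments, chosen after seeing the data, gave 137 down. Using the highest row per gene gave 1214 up; this setting compares 1 transcript in the Rcor2fl/fl library with the whole gene in the Rcor2cko library. The cause of these changes was not tested.

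The share of changed genes that are up stayed above 50% under all alternatives but left its 95% interval under 6: it was 72.3% above 2-fold, 86.3% with the highest row per gene, 72.28% with median scaling, 73.1% with non-overlapping intervals, 60.6% with quantile normalization and 73.5% with upper-quartile scaling. The cause was not tested.

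The median log2 change of the Shh-related genes passed 1.5-fold when genes failing a filter were left out: 0.74 with at least 1 FPKM in both libraries, 1.32 with at least 5 FPKM in at least 1 library, and 0.74 when, as chosen after seeing the data, list genes under 1 FPKM were left out. Under the first 2 of these settings fewer than 4 of the 7 genes remained, so these larger medians rest on few genes. The percentile of the Shh-related genes fell below 95 only with the highest row per gene, at 92.7. Their median was unchanged under that setting, so that the random lists moved instead. The setting lowers the Rcor2fl/fl library only. Without a pseudocount, genes listed at 0 in either library, Gsx2 among them, give no value.

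Sox5 changed sign with the highest row per gene, to 0.083. Sox5 has 2 transcripts in the Rcor2fl/fl library, and this setting lowers that library only. Of the 36 named genes, 31 kept their sign and side throughout; 1 was weaker and 3 were stronger under some alternative. Depth limits the genes under 0.1 FPKM most, Shh among them, with 2 fragments in each library.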

Differences from the paper's values

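The paper reports 78 downregulated genes at E13.5, and 207 genes were more than 1.5-fold lower here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with at least 5 FPKM in at least 1 library (69), a fold change above 2 (62), non-overlapping 95% FPKM intervals (81) and a pseudocount of 1 (100), and not with the others. For the 485 upregulated genes of the paper, 446 were found here, and 485 with median scaling, a setting that gave 186 downregulated genes. The paper's total is 563 genes, and 653 were found here.

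The 26 genes read from Fig. 5a differed from the values here by more than 0.2 on the log2 scale, the tolerance set for reading by eye, since neither replicates nor an error of the paper's exist for them. The legend gives Fig. 5a as E13.5, while the text of the paper cites Fig. 5b for the genes that rise at E13.5; the values of Fig. 5a, read by eye, are given first. In Fig. 5a, Isl1 was at about 9.3, against 4.54 here, Otp at about 8.5 and 0.00, Nkx2-1 at about 8.3 and 0.35, Six3 at about 7.5 and 3.94, and Gsx2 at about 7.2 and 4.12. In Fig. 5a, Lhx8 was at about 7.1, against 0.29 here, Dlx6 at about 6.7 and 3.39, Shh at about 6.3 and -0.12, Dlx1 at about 5.6 and 1.49, and Dlx2 at about 5.6 and 1.89. In Fig. 5a, Olig2 was at about 5.4, against 2.26 here, Dlx5 at about 4.9 and 1.51, Nkx2-2 at about 4.1 and 0.28, Nkx6-2 at about 2.8 and 0.44, and Ptch1 at about 2.8 and 0.20. In Fig. 5a, Gli1 was at about 2.5, against 0.41 here. Isl1, Six3, Gsx2, Lhx8 and Nkx2-2 were listed at 0 in the Rcor2fl/fl library, so that their values here are set by the pseudocount. With a pseudocount of 0.01, Isl1 was at 7.81 and Six3 at 7.17, and with 1 at 1.69 and 1.28. Otp was listed at 0 in both libraries and gives no fold change. For these genes the size of the difference from Fig. 5a is not measured.

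Of the genes that Fig. 5a labels as downregulated, Reln was at about -0.7 and at -1.22 here, Tbr1 at about -0.7 and 0.22, Sox5 at about -1.0 and -0.25, and Fezf2 at about -1.2 and -0.49. In Fig. 5a, Emx1 was at about -1.2, against -0.34 here, Lhx2 at about -1.3 and -0.55, Eomes at about -1.4 and -0.25, and Neurod1 at about -1.4 and -0.40. In Fig. 5a, Neurod2 was at about -1.8, against -0.14 here, and Trnp1 at about -1.9 and -0.59. A pseudocount of 0.01 brought Gsx2 to 7.36, within the tolerance; no alternative set before the data were examined brought any other of these genes within it.

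The paper states that Shh, Ptch1, Gli1 and Nkx2.1 rise at E13.5. Here Shh had a log2 change of -0.12 from 2 fragments in each library, and Ptch1, at 0.20, Gli1, at 0.41, and Nkx2-1, at 0.35, were higher by less than 1.5-fold. The paper states that Emx1 and Tbr2 fall; here they were lower by less than 1.5-fold, at -0.34 and -0.25. Tbr1, which Fig. 5a labels among the genes that fall, had a log2 change of 0.22.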

Other observations

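In this part, the tests of the stage of the libraries, of ventral neurons and of small RNAs were chosen after the results were seen, and the other tests were set before their results were seen; that the tests of the sex of the embryos, of the detection floor and of medial ganglionic eminence tissue do not decide was settled afterwards.

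For Dlx1 and Dlx2, the log2 changes of this pair of libraries were smaller than those of Fig. 5a, which the legend gives as E13.5. This was not so for Reln. Isl1 and Six3 were listed at 0 in the Rcor2fl/fl library, so their log2 changes depend on the pseudocount and cannot be compared. The text of the paper cites Fig. 5b, not Fig. 5a, for the genes that rise at E13.5, while the legend gives Fig. 5b as E15.5. Over the 15 genes labelled in both panels, the mean absolute difference between the log2 changes here and those read by eye was 0.529 for Fig. 5b, against 2.798 for Fig. 5a. Without Shh, over 14 genes, the difference was 0.301 for Fig. 5b, against 2.54 for Fig. 5a. The labels give E13.5 for both libraries, and the pair was analysed as E13.5 throughout. The values are consistent with this pair being the one plotted in Fig. 5b. By the panel letter cited in the text, the stage then matches the labels of the libraries, and the legend differs. For E15.5, however, the text cites Fig. 5c, which the legend gives as Venn diagrams. The panel letters of the text are therefore weak evidence of the stage. If the legend is right, this pair would be the E15.5 pair, against its labels. Which of them is right cannot be told from 2 libraries.

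That upregulated genes outnumbered downregulated genes was examined against technical explanations. Of the 653 changed genes, 24 were on the X or Y chromosome, 20 of them up. Without them, the share of upregulated genes was 67.7%. Leaving out 24 genes could only give a share between 67.1 and 70.9%, within the 95% interval of 64.6 to 71.8% whatever their direction, so that this comparison could not have shown an effect of the sex of the embryos. An effect of sex on other chromosomes was not tested. Among genes with 1 transcript it was 66.1%, with a 95% interval from 62.0 to 70.0%, so that the different row levels of the 2 files do not account for it. Among genes with at least 5 FPKM in both libraries it was 59.2%, and the interval of 49.6 to 68.2% includes 50%. That filter also leaves out genes close to 0 in one library, so it does not decide on its own whether the detection floor of the shallower library plays a part. Other values go against it: the share was 67.2% with at least 1 FPKM in both libraries and 69.4% in the exact test of recovered fragments. On simulated libraries 16 unchanged genes passed 1.5-fold upwards and 14 downwards. Genes listed at 0 in the Rcor2fl/fl library were kept at 0 in both simulated libraries. The simulation therefore could not show genes missed by the shallower library, and it does not bear on them. The genes up had shorter transcripts than expressed genes as a whole, with a median of 2531.5 nt, outside the range of 2664.5 to 3077.5 nt of equally large random sets, so that a contribution of transcript length remains open as well.

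Genes of the ventral telencephalon rose as a group. Of 14 ventral progenitor genes, 10 passed the filter, and all 10 were up, with a median log2 change of 1.69. Genes of ventral postmitotic neurons had a median of 0.52 over 20 genes, at the 100th percentile of matched random lists. Ventral tissue in the Rcor2cko dissection could give this pattern, and so could ventral fates arising in the cortex after loss of Rcor2, which the paper proposes; these 2 libraries cannot tell them apart. Among genes not looked at before, 8 striatal genes had a median of 0.07, at the 87.8th percentile, which goes against striatal tissue as the source. For 5 genes of the medial ganglionic eminence, 1 of which had been seen before, the median was 0.03, at the 77.4th percentile. Without that gene the median of the 4 others was 0.21, at the 98.2th percentile, with 2 genes higher and 2 lower, so that the result rests on 1 gene and tissue of the medial ganglionic eminence remains open.

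A list of 14 genes of the hedgehog pathway, 11 of which passed the filter, had a median log2 change of -0.10, at the 13.7th percentile of matched random lists. Hhip changed by 0.23, Gli2 by -0.01 and Smo by -0.27.

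Reln, Lhx5, Calb2 and Wnt8b fell together, with log2 changes of -1.22, -0.96, -1.56 and -3.40. They are genes of Cajal-Retzius cells and of the cortical hem, and fewer such cells in the Rcor2cko dissection may account for the fall. Of 13 further genes of these cells, 6 passed the filter; all 6 were lower, with a median of -0.75, and no matched random list had a median as low (percentile 0). The test of fewer Cajal-Retzius or cortical hem cells in the Rcor2cko dissection does not tell a difference in the region dissected from a loss of the cells, and the fall of Reln is open to the same explanations.

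Replication-dependent histone genes fell, with a median log2 change of -1.08 over 21 genes, 18 of them lower. Histone genes with polyadenylated transcripts had a median of -0.01 over 9 genes, at the 74.2th percentile, with a positive median under each of the 4 scaling alternatives, which goes against a general fall of chromatin genes. Other RNAs without poly(A) tails, 8 small RNAs not looked at before, had a median of -0.33, at percentile 0.01, although 3 of the 8 were higher. The medians of both the replication-dependent histone genes and the small RNAs stayed negative under the 4 scaling alternatives. That list left out genes seen before and genes under 1 FPKM in either library. Among all 18 small RNAs of these kinds with at least 1 FPKM in at least 1 library, 7 were higher and 11 lower, with a median of -0.42, and the values of the shortest of them are imprecise: for Snora15 and Snora69, listed at 302 and 127 FPKM in the Rcor2cko library, the half-widths of the 95% FPKM intervals were 2898 and 978 FPKM. Less carry-over of RNA without poly(A) tails into the Rcor2cko library could lower such RNAs, and these values do not decide it. The paper reports lower expression of genes of nucleosome organization at E15.5, which was not analysed here.

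Housekeeping genes were lower in the Rcor2cko library in all 12 cases, with a median of -0.15, with 11 of 12 lower under upper-quartile scaling and quantile normalization. Of 15 cell-cycle genes 14 were lower, or 13 under each of the 4 scaling alternatives, with a median of -0.16. All 7 microglial genes were higher, or 6 with quantile normalization, with a median of 0.60, at the 99.97th percentile. Genes regulated by p53 had a median of 0.02. Of 17 dorsal progenitor genes 16 passed the filter, and 13 of these were lower, under each of the 4 scaling alternatives as well, with a median of -0.29 at percentile 0; the list shares Emx1 and Eomes with the neurogenesis genes. Genes of dorsal neurons had a median of -0.07, at percentile 23.2. Of 18 genes of the hypothalamus and diencephalon, only 4 passed the filter, with a median of -0.60 at percentile 0.37. Endothelial genes had a median of 0.16, at percentile 92.2, and haemoglobin genes one of -0.14, at percentile 4.31. No explanation was tested for these lists.

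Among genes that the paper examines with other assays, Sox2 changed by 0.13, Nes by -0.30, Pax6 by -0.14, Mki67 by -0.23, Emx2 by -0.62, Calb2 by -1.56 and Sst by 1.78. Among genes that the paper does not discuss and that had a mean of at least 5 FPKM, the largest fall was Xist at -9.73. Snora43 followed at -7.91, Gm4535 at -6.23, Snora81 at -2.20 and Rmrp at -1.71. For Snora43 and Snora81, at 23.9 and 22.7 FPKM in the Rcor2fl/fl library, the half-widths of the 95% FPKM intervals were 82.3 and 127 FPKM.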
